# Identification of long noncoding RNAs reveals the effects of dinotefuran on the brain in *Apis mellifera* (Hymenopptera: Apidae)

**DOI:** 10.1186/s12864-021-07811-y

**Published:** 2021-07-03

**Authors:** Minjie Huang, Jie Dong, Haikun Guo, Minghui Xiao, Deqian Wang

**Keywords:** lncRNA, Dinotefuran, Brain, *Apis mellifera*, Neonicotinoid insecticide

## Abstract

**Background:**

Dinotefuran (CAS No. 165252–70-0), a neonicotinoid insecticide, has been used to protect various crops against invertebrate pests and has been associated with numerous negative sublethal effects on honey bees. Long noncoding RNAs (lncRNAs) play important roles in mediating various biological and pathological processes, involving transcriptional and gene regulation. The effects of dinotefuran on lncRNA expression and lncRNA function in the honey bee brain are still obscure.

**Results:**

Through RNA sequencing, a comprehensive analysis of lncRNAs and mRNAs was performed following exposure to 0.01 mg/L dinotefuran for 1, 5, and 10 d. In total, 312 lncRNAs and 1341 mRNAs, 347 lncRNAs and 1458 mRNAs, and 345 lncRNAs and 1155 mRNAs were found to be differentially expressed (DE) on days 1, 5 and 10, respectively. Gene set enrichment analysis (GSEA) indicated that the dinotefuran-treated group showed enrichment in carbohydrate and protein metabolism and immune-inflammatory responses such as glycine, serine and threonine metabolism, pentose and glucuronate interconversion, and Hippo and transforming growth factor-β (TGF-β) signaling pathways. Moreover, the DE lncRNA TCONS_00086519 was shown by fluorescence in situ hybridization (FISH) to be distributed mainly in the cytoplasm, suggesting that it may serve as a competing endogenous RNA and a regulatory factor in the immune response to dinotefuran.

**Conclusion:**

This study characterized the expression profile of lncRNAs upon exposure to neonicotinoid insecticides in young adult honey bees and provided a framework for further study of the role of lncRNAs in honey bee growth and the immune response.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07811-y.

## Background

Neonicotinoid pesticides are the most widely used and effective insecticides against multiple herbivorous insects worldwide [1]. Neonicotinoid pesticides are systemic insecticides that act as a nicotinic acetylcholine receptor (nAChR) agonists, which make insects extremely prone to death, mainly by binding to nAChRs [2]. However, neonicotinoid insecticides can have negative effects on the survival and health of nontarget beneficial insects, such as honey bees, which are important pollinators. Forager honey bees are exposed to neonicotinoid pesticides by collecting contaminated pollen and nectar, which are then stored in beehives [3]. Therefore, nurses, young in-hive honey bees and larvae are also exposed to neonicotinoid pesticides through the acquisition of nectar, pollen and bee bread. Sublethal doses of neonicotinoid pesticides have been shown to impair the development of the brain and mushroom bodies [4], affect olfactory learning and memory abilities [5, 6], and disrupt navigation by forager honey bees [7]. Neonicotinoid accumulation in the bee brain disrupts circadian rhythmicity and impairs sleep in many bees [8]. Dinotefuran belongs to the third -generation of neonicotinoid insecticides and shows broad-spectrum, systemic insecticidal activity [9], which is highly toxic to *A. mellifera* [10]. Dinotefuran residues have been detected in nectar, pollen and bee bread, with measured residues in pollen of approximately 147 ng/g [11]. Studies have shown that treatment with a sublethal dose of dinotefuran affects olfaction, octopamine concentrations, learning and homing ability in honey bees [12, 13].

Long noncoding RNAs (lncRNAs) are a class of nonprotein-coding RNAs of more than 200 nucleotides in length that have been found in numerous species [14]. It is increasingly clear that lncRNAs act in association with other molecules as regulators in several different physiological processes, immune responses, the pathogenesis of various human diseases and other biological processes [15–17]. A series of studies have shown that lncRNAs play important roles in growth, development, caste differentiation, and innate immunity in honey bees. The noncoding RNA *Nb-1* in the worker brain is involved in the synthesis and secretion of juvenile hormone, indicating a potential role in social behaviors [18]. Fernanda et al. first observed that lncov1 was overexpressed in worker ovaries and demonstrated an expression peak coinciding with the onset of autophagic cell death [19]. LncRNAs in honey bees show tissue-specific expression and are preferentially expressed in ovarian and fat body tissues, suggesting that they are associated with biological and hormone signaling pathways and various diseases of honey bees [20]. Previous studies have shown the involvement of lncRNAs in the regulation of host-pathogen interactions, such as the responses to *Nosema ceranae* infection [21], or *Ascospheara apis* infection [22] and virus infection in honey bees [23]. However, the potential role of lncRNAs in the response of *A. mellifera* to dinotefuran has not been reported.

In the present study, we performed RNA-seq to detect the profile of lncRNAs in the brains of young adult bees exposed to sublethal doses of dinotefuran and identified differentially expressed (DE) transcripts. To further investigate the function of DE lncRNAs in the honey bee brain, the distribution of the highly expressed and DE lncRNA TCONS_00086519 was determined through subcellular localization. The results not only lay a foundation for elucidating the molecular mechanisms underlying the effects of exposure to neonicotinoid insecticides, but also offer a beneficial resource for the functional study of key dinotefuran-responsive lncRNAs in further studies.

## Results

### Characterization of the brain tissue transcriptome

Approximately 100 million raw reads per sample were obtained from the 18 cDNA libraries (Additional file 1). 

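Newly emerged bees were caged and fed 2 mL of a 50% sucrose solution, which held 0.01 mg/L of the neonicotinoid insecticide dinotefuran in the treated groups (DT) and none in the control groups (C), and their brains were collected at 1, 5 and 10 d. The 6 groups, named C_1d, DT_1d, C_5d, DT_5d, C_10d and DT_10d, had 3 libraries each, and every library was made from the RNA of 15 pooled brains. The authors aligned the reads to the genome assembly Amel_HAv3.1 with Hisat2, assembled transcripts with StringTie and calculated the deposited FPKM values with Cuffdiff. The paper's Additional file 1 lists between 94.9 and 107 M clean reads per library, with group medians between 103 M (DT_10d) and 106 M (C_5d). The number of reads behind each FPKM is not known from the values, so no counting error is given and an FPKM of 0 is reported as listed at 0. Summed over all genes, the FPKM of a library was between 340067 and 472758. For each library 24419 mRNA transcripts of 9939 genes are listed, and every mRNA transcript carries the value of its gene, so that mRNA results are given for genes. Each of the 6760 lncRNA transcripts carries its own value. All 6760 lncRNA values of DT_1d replicate 1 were equal to those of DT_10d replicate 1, and 5002 of them were above 0, whereas every other pair of libraries shared at most 2 lncRNA values above 0. The lncRNA values of DT_1d replicate 1 were therefore left out, which left 17 libraries for lncRNAs and 18 for genes.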

After removing adaptor sequences and low-quality reads, more than 82.35% of clean reads were mapped to the *A. mellifera* reference genome using Hisat2 (Table S1), and approximately 74% of clean reads were aligned with unique loci. Most reads were aligned to exon regions while nearly 2.37–6.54% and 12.52–23.73% originated from introns and intergenic regions, respectively (Additional file 1). However, approximately 10% of the clean reads were mapped outside of annotated regions.

### Known mRNA profiling in honey bee brains

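With FPKM above 0 in at least 1 of the 18 libraries as the criterion, 9892 genes were detected. Each library alone held between 9443 and 9696 genes above 0. With any 1 library left out, the number of detected genes stayed between 9888 and 9892. Among the alternatives, counting every listed mRNA transcript in place of its gene moved the number most, to 24369, and this count was chosen after seeing the data. A criterion of FPKM above 0 in all 3 libraries of a group gave 9673 genes, and FPKM of at least 0.1 in at least 1 library gave 9517.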

In total, 19,837 known mRNAs were identified according to the reference honey bee genome. Most of these mRNAs (19,336) were expressed in both the dinotefuran-treated and untreated control groups, while 275 were specifically expressed in the dinotefuran-treated group, and 226 were specifically expressed in the control group (Fig. 1a). However, most of the treatment specific mRNAs exhibited a low expression level. 

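Of the detected genes, 9832 had FPKM above 0 in at least 1 dinotefuran-treated and at least 1 control library, 29 in dinotefuran-treated libraries only and 31 in control libraries only. In every 1 of the 6 groups, 9564 genes were detected. The numbers of genes found in only 1 treatment depended most on the criterion. With FPKM above 0 in all 3 libraries of a group, 71 genes were specific to the dinotefuran-treated groups and 79 to the control groups, and with FPKM of at least 0.1 in at least 1 library the numbers were 82 and 60.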

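The highest FPKM that a treatment-specific gene reached in any library had a median of 0.0314 among the genes found only in dinotefuran-treated libraries and 0.0245 among those found only in control libraries. It was under 1 for 28 of the former (96.6%) and 30 of the latter (96.8%). A single library held all of the signal for 12 and 18 of these genes. The largest values were 1.55 for LOC107964403 in a dinotefuran-treated library and 2.41 for LOC413591 in a control library, genes named because they were the highest after the values were seen.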

Transcripts from the major royal jelly protein family (Mrjp1, Mrjp2, Mrjp3), chemosensory proteins (CSP1, CSP3), apidermin (APD-2, APD-3) and NADH dehydrogenase subunit 1(ND1) were the most abundant at the three examined time points (Additional file 2). 

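When the genes of each group were ranked by mean FPKM, LOC408790, LOC406093, LOC113218560, LOC113219351 and ND1 were among the 10 most abundant in all 6 groups. Mrjp1 was among them in 4 groups, Mrjp3 in 3, Mrjp2 in 2, Apd-2 in 3, Apd-3 in 1 and CSP3 in 1, and CSP1 in no group. The mean FPKM of Mrjp1 ranged from 36.1 ± 39.9 (C_10d) to 29009 ± 4524 (DT_1d) (SD, n = 3). The means of Mrjp2 ranged from 1.63 ± 1.45 (C_10d) to 6948 ± 697 (DT_1d) and those of Mrjp3 from 13.3 ± 14.1 (C_10d) to 8853 ± 3471 (DT_5d). In contrast, the means of CSP3 ranged from 2164 ± 458 (DT_5d) to 4533 ± 81.4 (DT_10d), those of CSP1 from 382 ± 90.9 (DT_1d) to 2665 ± 383 (DT_10d), those of Apd-2 from 2297 ± 436 (DT_10d) to 6467 ± 249 (C_5d) and those of Apd-3 from 2011 ± 296 (C_10d) to 3559.7 ± 698 (C_5d). ND1, which lies on the mitochondrial genome, ranged from 6642 ± 5198 (DT_5d) to 15239.7 ± 8676 (C_1d). Within C_1d the level of Mrjp1 was uneven, at 2363 in replicate 1 against 25363 and 30577 in the others. The list changed most in C_1d and DT_10d, where leaving out 1 library kept as few as 8 of the 10 genes.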

Among the identified transcripts, immune-related transcripts such as defensin 1 (Def1), cyclooxygenase 1 (COX1), abaecin (LOC406144) and hymenoptaecin (LOC406142) were highly expressed in bee brains. 

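Between 17 (DT_10d) and 26 (C_1d and DT_1d) genes had a mean FPKM over 1000. Def1, on linkage group 6 from 8673495 to 8675023, had mean FPKM from 3038 ± 1089.9 (DT_10d) to 6906 ± 1043 (DT_1d) (SD, n = 3 libraries). COX1 ranged from 1991 ± 649 (DT_10d) to 4065 ± 2141 (C_1d), LOC406144 (abaecin) from 814 ± 220.4 (DT_1d) to 9016 ± 4072 (C_10d) and LOC406142 (hymenoptaecin) from 485 ± 624 (DT_5d) to 18623 ± 8132 (C_10d). COX1, which the paper names cyclooxygenase 1, lies on the mitochondrial genome, as ND1 does. Its level is therefore not taken here as that of an immune gene. Def1 was among the 10 most abundant genes of 5 groups, LOC406142 of 3 and LOC406144 of 2. For LOC406142 and LOC406144 the SD within a group was as large as 8462 and 4072.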

Gene ontology (GO) analysis showed that the highly expressed transcripts (FPKM > 1000) were annotated with cellular component-related terms such as extracellular region and ribosome, biological process-related terms such as defense response to bacterium and innate immune response, and molecular function-related terms such as structural constituent of ribosome, suggesting that dinotefuran treatment may cause high energy consumption and an immune response.

**Fig. 1:**
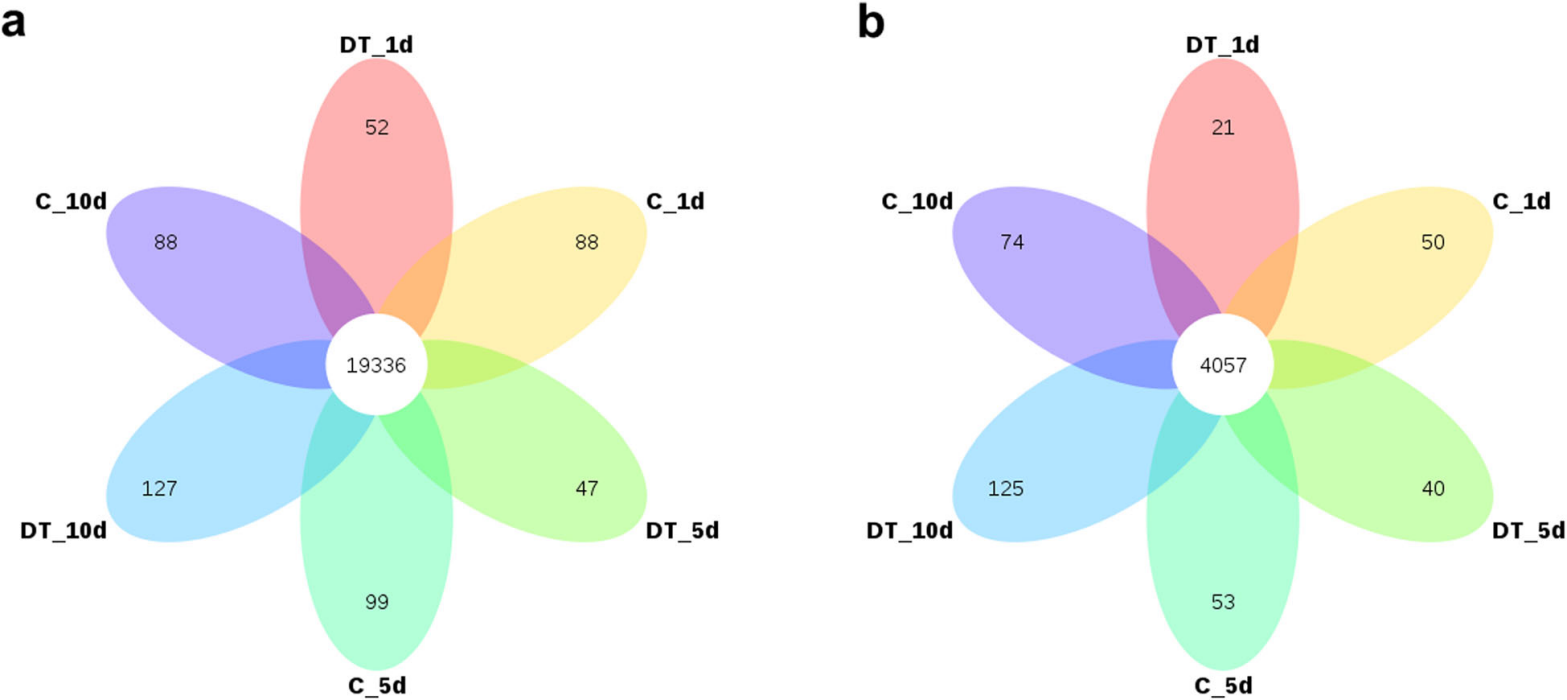
Identification of coding transcripts (mRNAs) and lncRNAs. (**a**) Venn diagram of mRNAs identified between dinotefuran-treated bees and control bees at three experimental time points; (**b**) Venn diagram of lncRNAs identified between dinotefuran-treated bees and control bees at three experimental time points

### Identification of lncRNA

After transcript assembly, lncRNAs were defined according to a series of filtering criteria (Additional file 3) using Cuffmerge and Cuffcompare software. 

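The deposited lncRNA values cover 3614 assembled transcripts, named TCONS, and 3146 annotated ones, named XR or NR. Of these, 2845 are listed under a protein-coding gene, which includes every assembled transcript outside the 769 that are listed under an assembled locus. Over the 17 libraries, 6421 lncRNA transcripts had FPKM above 0 in at least 1 library. With any 1 library left out, between 6382 and 6421 were detected. The criterion moved this number most, to 4814 with FPKM above 0 in every used library of a group.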

Through coding potential analysis with Coding Potential Calculator 2 (CPC2), PfamScan and Coding-Non-Coding Index (CNCI), 6824 lncRNA transcripts were identified in the honey bee brain transcriptome. Among these transcripts, 186 were specifically expressed in the dinotefuran-treated group, and 177 were specifically expressed in the control group (Fig. 1b). 

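In the dinotefuran-treated libraries only, 247 lncRNA transcripts were above 0, and in the control libraries only, 279, whereas 5895 were above 0 in both. FPKM of at least 0.1 in at least 1 library as the criterion gave 496 and 523. With FPKM above 0 in every used library of a group as the criterion, the numbers were 569 and 320, with more in the treated libraries. Only 1 of the 6 groups held 51 transcripts in C_1d, 14 in DT_1d, 57 in C_5d, 44 in DT_5d, 75 in C_10d and 130 in DT_10d. The highest FPKM in any library was under 1 for 94.3% of the lncRNA transcripts found only in dinotefuran-treated libraries and 95.3% of those found only in control libraries. A single library held 158 of the former and 162 of the latter. TCONS_00086519 reached the highest FPKM of the transcripts found only after treatment. TCONS_00030749, named after the values were seen, reached the highest of those found only in controls, 86.8.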

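The share of the listed lncRNA transcripts with a mean FPKM under 1 was 93.8% ± 2.63 in C_1d, 92.5% ± 2.63 in C_5d and 92.3% ± 2.04 in C_10d (SD of the share between 3 libraries). In the treated groups it was 95.9% ± 0.188 in DT_1d (SD of 2 libraries), 94.8% ± 0.842 in DT_5d and 89.5% ± 0.684 in DT_10d. Counting a transcript only if its highest library was under 1 moved the share most, to 88% in C_5d. TCONS_00024915 had the highest mean FPKM of all lncRNA transcripts in each of the 6 groups, from 42076 ± 19173 (C_5d) to 83643 ± 2855 (DT_1d) (SD), and TCONS_00086477 the next highest, from 11363 ± 9743 (DT_5d) to 18163 ± 2710.4 (C_10d). TCONS_00024915 is listed under the protein-coding gene LOC408790 (linkage group 4, from 11507395 to 11511869), whose mean FPKM was 56436 ± 18646 in C_1d against 56428 ± 18653 for the lncRNA. TCONS_00086477 is listed under LOC113219351, which had 13127 ± 1708 in the same group against 12549.7 ± 1526. In DT_5d replicate 1 the FPKM of TCONS_00086477 was 131, against 17535 and 16422 in the other libraries of that group.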

Although approximately 90% of lncRNA transcripts exhibited a low expression level (PFKM < 1), transcripts such as TCONS_00024915 and TCONS_00086477 were highly expressed in the honey bee brain (Additional file 4), suggesting that these lncRNAs may play a specific role in in the effects of neonicotinoid insecticides on honey bees.

### Comparative features of mRNAs and lncRNAs

Most lncRNAs identified in this study contained fewer exons (Fig. 2a) and were shorter in length than mRNAs (Fig. 2b), which is consistent with the results of previous studies [24, 25]. More than 63.34% of the lncRNAs contained two to three exons, while only 11.32% of the mRNAs contained two to three exons. Approximately 40% of the lncRNAs ranged from 300 to 1200 bp in length, which was much higher than the percentage of mRNAs (14%) identified in this size range. Based on reference gene structures and predictions from EMBOSS explorer (http://emboss.bioinformatics.nl/), we found that the open reading frames (ORFs) of the mRNAs were much longer than those of the lncRNAs in both annotated and novel transcripts (Fig. 2c). In addition, the expression levels of the lncRNAs were found to be much lower than those of the mRNAs in each library (Fig. 2d).

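Within each of the 17 libraries with lncRNA values, the median FPKM of all listed genes was between 2.49 and 8.8 (median of libraries 4.47), and that of all listed lncRNA transcripts between 0.00648 and 0.127 (median of libraries 0.0449). Between 26% and 47.4% of the lncRNA transcripts of a library were listed at 0. Restricting both classes to values above 0 moved the lncRNA median most, to 0.139, with a gene median of 4.72. With this restriction the gene median was 22.8 to 42 times the lncRNA median within a library. The gene median was higher in 17 of 17 libraries. Means of the classes were closer, 38.7 for genes and 12.4 for lncRNA transcripts in the median library.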

**Fig. 2:**
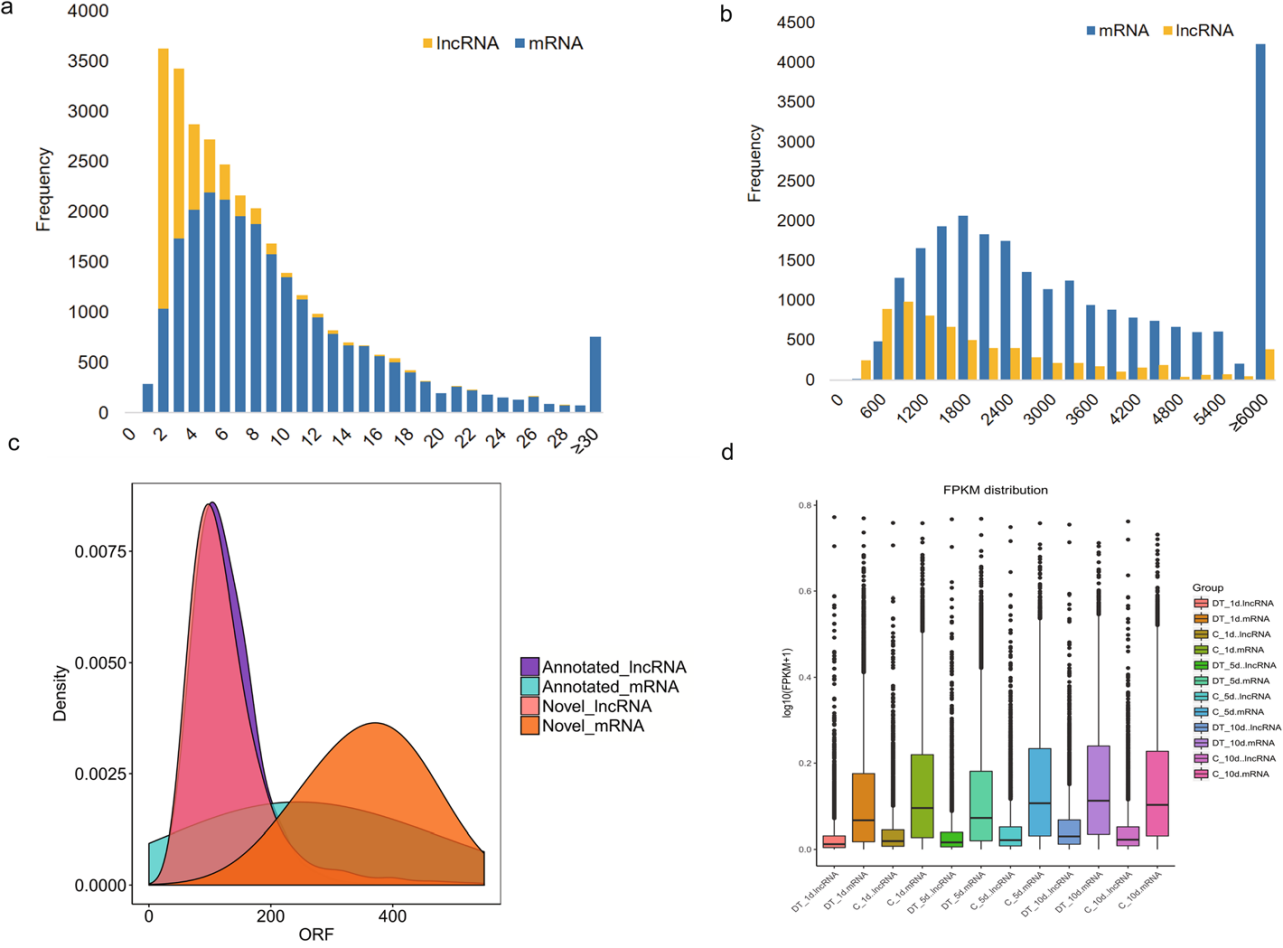
Comparative analysis of mRNA and lncRNA characteristics. (**a**) Exon number distribution in mRNAs and lncRNAs; (**b**) length distribution of the mRNAs and lncRNAs; (**c**) ORF length density distribution in mRNAs and lncRNAs; (**d**) expression level distribution among mRNAs and lncRNAs identified between dinotefuran-treated bees and control bees

### Differential expression analysis

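Differences between groups were tested on log2(FPKM + 0.1) with limma, 1 fit of the 6 group means over all libraries, for 9352 genes and 4378 lncRNA transcripts with FPKM of at least 0.1 in at least 3 libraries. A transcript was called DE at a Benjamini-Hochberg adjusted p under 0.05 over both classes together and a log2 fold change beyond 1 in size. On simulated libraries of the same size and spread, in which 200 transcripts were changed by a log2 value of 2, 62% of the changed transcripts were called, and 6.77% of the calls were false. The simulated transcripts varied independently of each other, so these shares need not hold for libraries whose genes vary together. The level of most genes differed between libraries by a common factor. Relative to the geometric mean of 9119 genes above 0 in every library, the median ratio of a library was between 0.539 and 1.81, while the 10 most abundant genes took 34% to 66.1% of the summed FPKM. The median log2 fold change of all tested genes was -0.67 in DT_1d against C_1d, where 95.1% of the genes were lower. It was -0.73 in DT_5d against C_5d (93.4% lower) and 0.29 in DT_10d against C_10d (17.3% lower). After division of each library by its median ratio these shifts were -0.02, -0.00195 and -0.00424, and changes after this scaling are called scaled. For lncRNA transcripts the medians were -0.37, -0.30 and 0.40, and -0.10, 0.08 and 0.19 scaled. The scaled change of a transcript is its change relative to most genes.

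**Figure D1:**
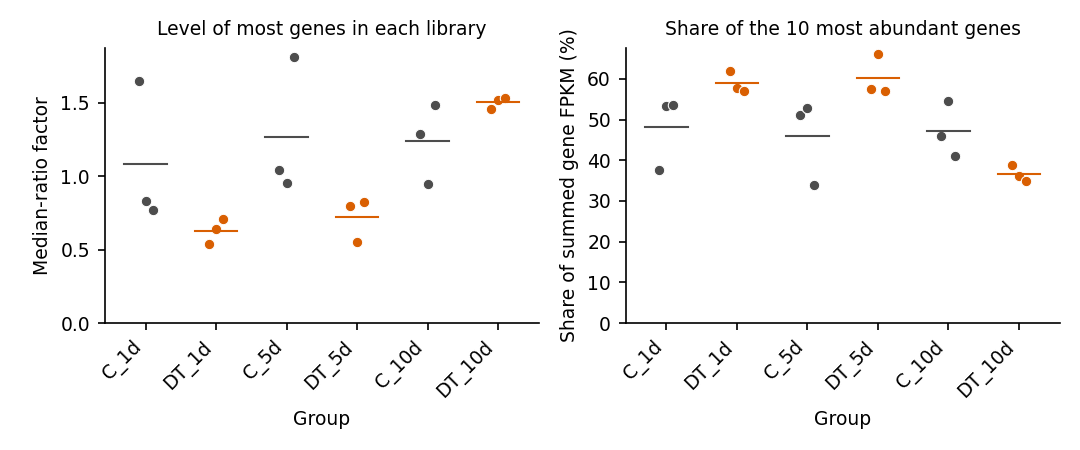
Median-ratio factor of each library (left, no unit) and share of the 10 most abundant genes in its summed FPKM (right, in percent), by group. Points are libraries, 3 per group, lines are group means, and grey marks C and orange marks DT. The factor of the 3 DT_10d libraries is above that of all DT_1d and DT_5d libraries, and their share is below.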

Differential expression analysis of the lncRNAs and mRNAs in the honey bee brain was performed by using Cufflinks v2.1.1 [26]. In the 1-d dinotefuran-treated group (DT_1d), compared with the 1-d untreated control group (C_1d), 90 lncRNA and 348 mRNA transcripts were upregulated, whereas 222 lncRNA and 993 mRNA transcripts were downregulated. 

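At 1 d, 0 genes were past the threshold, and 936 had an unadjusted p under 0.05 with the same limit on the fold change, 932 of them lower in DT_1d. The number of genes at an unadjusted p under 0.05, in either direction, was 121 after scaling and 69 after quantile normalization, and with 1 library of the comparison left out it was between 75 (without C_1d replicate 1) and 3272 (without C_1d replicate 3). Of the lncRNA transcripts, 1 was upregulated and 1 was downregulated. At an unadjusted p under 0.05, 260 lncRNA transcripts passed. After scaling, 3 were higher and 4 lower, and 2 of these were called without scaling. TCONS_00054973 had a mean FPKM of 1.14 ± 0.014 in DT_1d (SD, n = 2) and 0.0865 ± 0.0905 in C_1d (SD, n = 3), a log2 fold change of 2.86 (standard error 0.43, adjusted p = 0.0203). TCONS_00054972, listed under the same assembled locus, was at 1.46 ± 0.29 in C_1d and listed at 0 in both used DT_1d libraries (adjusted p = 0.00929). With 2 libraries against 3, an exact permutation test of either transcript cannot go below p = 0.1.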

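At 5 d, 23 genes were past the threshold, 23 of them lower and 0 higher in DT_5d than in C_5d. After scaling, 44 genes were past it, 30 higher and 14 lower, and 7 of the 23 genes were among them. Quantile normalization gave 18 higher and 12 lower. Among the counts of genes, leaving out C_5d replicate 2 moved the number most, to 2298 genes. Of the lncRNA transcripts, 2 were upregulated and 1 was downregulated, against 40 and 2 after scaling, which included all 3 called without it, and 17 and 5 after quantile normalization. LOC102655185 fell from 495 ± 346 to 54.1 ± 18.4 FPKM (SD, n = 3), a log2 fold change of -3.03 (standard error 0.53, adjusted p = 0.0359), and its adjusted p after scaling was 0.0696 (log2 fold change -2.26). LOC724335 fell from 3.29 ± 0.523 to 0.475 ± 0.216, a log2 fold change of -2.62 (adjusted p = 0.00344; scaled -1.95). TCONS_00034583, the only called lncRNA transcript with a group mean of at least FPKM 1, was at 1.94 ± 2.22 in DT_5d and 0.00325 ± 0.00563 in C_5d, a log2 fold change of 3.74 on the scale with 0.1 added (adjusted p = 0.00344; scaled 4.20).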

In the 5-d dinotefuran-treated group (DT_5d), compared with the 5-d untreated control group (C_5d), 138 lncRNA and 451 mRNA transcripts were upregulated, whereas 209 lncRNA and 1007 mRNA transcripts were downregulated. In the 10-d dinotefuran-treated group (DT_10d), compared with the 10-d untreated control group (C_10d), 220 lncRNA and 608 mRNA transcripts were upregulated, whereas 125 lncRNA and 547 mRNA transcripts were downregulated (Table 1).

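At 10 d, 17 genes were upregulated and 15 downregulated. After scaling the split was 22 to 36, with 24 of the 32 genes still called in the same direction, and after quantile normalization 30 to 43. Of the lncRNA transcripts, 38 were upregulated and 2 downregulated. After scaling 36 and 2 were, 24 of them called without it, and after quantile normalization 24 and 8. Leaving out 1 library of the comparison lowered the counts to between 4 and 25 genes and between 5 and 36 lncRNA transcripts. LOC413560 rose from 0.238 ± 0.0248 to 4.49 ± 1.34 FPKM (SD, n = 3), a log2 fold change of 3.72 (standard error 0.36, adjusted p = 2.7e-05; scaled 3.34). LOC411223 fell from 3.71 ± 1.25 to 0.117 ± 0.0709 (log2 fold change -4.12, scaled -4.11, adjusted p = 0.0344) and LOC725547 from 3.78 ± 0.848 to 0.456 ± 0.0714 (log2 fold change -2.79, scaled -2.97, adjusted p = 0.00543). Mrjp1 had the largest increase of a called gene, with a log2 fold change of 4.54 (standard error 0.87, adjusted p = 0.0265), and its adjusted p after scaling was 0.0936 (log2 fold change 4.23). TCONS_00030751 was at 87.3 ± 61.8 in DT_10d and listed at 0 in the 3 C_10d libraries (adjusted p = 4.4e-11). TCONS_00030747, listed under the same assembled locus, was at 731 ± 234 in C_10d and 819 ± 44.2 in DT_10d. The change of TCONS_00030751 therefore does not show a change of the whole locus. XR_003304742.1 rose from 0.0605 ± 0.105 to 2.37 ± 0.582 (adjusted p = 2.7e-05). TCONS_00068689 and TCONS_00068690, both listed under LOC107965323, were at 8.36 ± 3.04 and 1.74 ± 1.33 in C_10d and listed at 0 in all DT_10d libraries (adjusted p = 0.0163 and 0.0347), and the adjusted p of TCONS_00068690 after scaling was 0.0615.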

**Table 1:** Number of differentially expressed transcripts in each comparison

Transcripts	Regulated	DT_1d vs. C_1d	DT_5d vs. C_5d	DT_10d vs. C_10d
lncRNA	up	90	138	220
	down	222	209	125
mRNA	up	348	451	608
	down	993	1007	547

Because dinotefuran acts on nicotinic acetylcholine receptors in honey bees and in accordance with the results of previous study, we focused on nicotinic acetylcholine receptors and immune-related genes in the GO enrichment analysis [5, 27] (Fig. 3). The expression levels of nicotinic acetylcholine receptor (nAChRb1, nAChRa9, nAChRa7 and nAChRa2) transcripts were significantly DE between dinotefuran-treated and untreated control bees at 5 d postemergence (*P* < 0.05). In addition, the expression of immune-related genes such as the single Ig IL-1-related receptor (LOC100578939), transportin-1 (LOC408842), glutathione S-transferase S4 (GstS4), prolactin-releasing peptide receptor (LOC727324), clustered mitochondria protein homolog (LOC552519), and defensin 2 (Def2), and vesicle-associated membrane protein 2 (LOC408465) genes differed significantly relative to that of control bees following dinotefuran treatment (*P* < 0.05).

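The 4 nicotinic acetylcholine receptor genes lie on linkage groups 14 (nAChRb1, from 2060339 to 2062681; nAChRa7, from 1798027 to 2042183) and 9 (nAChRa9, from 11044376 to 11046966; nAChRa2, from 8003004 to 8006857). At 5 d nAChRb1 was at 3.62 ± 2.89 FPKM in C_5d and 0.936 ± 0.0637 in DT_5d (SD, n = 3), a log2 fold change of -1.58 (standard error 0.48, adjusted p = 0.0641). nAChRa2 went from 3.9 ± 2.53 to 1.1 ± 0.277 (log2 fold change -1.59, adjusted p = 0.0641) and nAChRa7 from 1.47 ± 1.15 to 0.473 ± 0.0859 (log2 fold change -1.22, adjusted p = 0.0778). nAChRa9 was at 1.5 ± 0.248 in C_5d and 1.99 ± 0.207 in DT_5d, a log2 fold change of 0.40 (adjusted p = 0.294). The libraries of the 2 groups did not overlap for any of the 4 genes (exact permutation test, two-sided, p = 0.1 for each, the smallest p that 3 libraries against 3 allow), and none was past the threshold of the differential expression test. With the adjustment over the 4 genes alone, 3 were past it. The paper names these genes because they were DE in the same libraries, and an adjustment over them alone leaves out this choice. It therefore does not show that they were DE. Without C_5d replicate 2, nAChRb1, with a log2 fold change of -1.94, nAChRa2 and nAChRa7 were past the threshold over all transcripts. Scaling moved the log2 fold changes to -0.85 for nAChRb1, -0.86 for nAChRa2, -0.53 for nAChRa7 and 1.13 for nAChRa9. Quantile normalization moved them to -0.84, -0.85, -0.55 and 1.14, and neither reversed a direction. Much of the mean of C_5d came from replicate 3, where nAChRb1 was at 6.95 against 2.14 and 1.77 in the other libraries.

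**Figure D2:**
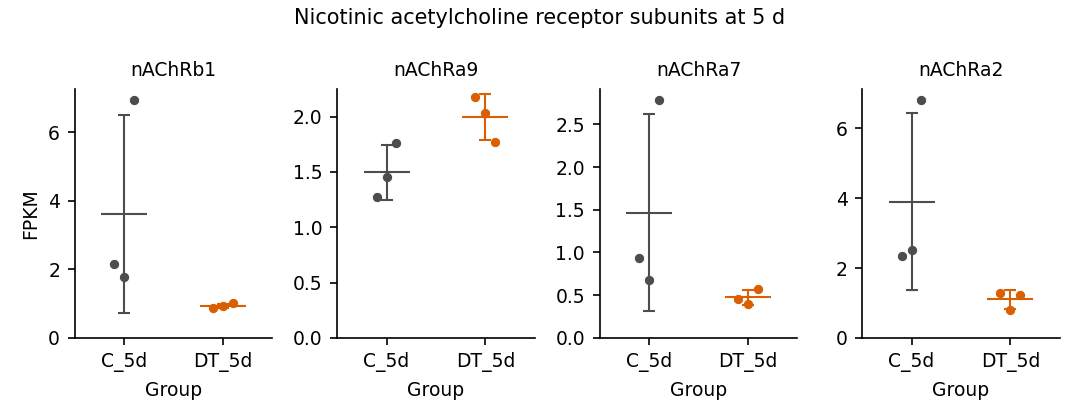
FPKM of nAChRb1, nAChRa9, nAChRa7 and nAChRa2 (vertical axes, each from 0) in the 3 C_5d (grey) and 3 DT_5d (orange) libraries. Points are libraries, lines are means and bars are SDs. nAChRb1, nAChRa7 and nAChRa2 lie lower and nAChRa9 lies higher in DT_5d, with and without scaling.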

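Of the 7 immune-related genes at 5 d, GstS4 on linkage group 4 rose from 1.98 ± 0.227 to 8.26 ± 0.0664 FPKM (SD, n = 3), a log2 fold change of 2.01 (standard error 0.55, adjusted p = 0.0641). Def2 on linkage group 16 rose from 0.182 ± 0.0759 to 0.884 ± 0.664 (log2 fold change 1.64, adjusted p = 0.0660). LOC552519 fell from 9.13 ± 5.04 to 3.28 ± 1.15 (log2 fold change -1.37, adjusted p = 0.0641), LOC408465 from 34.3 ± 18.8 to 13.5 ± 1.9 (log2 fold change -1.21, adjusted p = 0.0641) and LOC408842 from 6.91 ± 5.2 to 2.93 ± 0.683 (log2 fold change -0.99, adjusted p = 0.0944). For these 5 genes the scaled log2 fold changes were 2.76, 2.21, -0.61, -0.44 and -0.23. The groups overlapped for LOC408842, for LOC100578939, at 2.14 ± 0.641 in C_5d and 1.88 ± 0.0251 in DT_5d, and for LOC727324, at 3.71 ± 1.25 and 3.64 ± 1.12. The log2 fold change of LOC100578939 was -0.14 (adjusted p = 0.768) and became 0.60 when scaled, and that of LOC727324 was -0.03 (adjusted p = 0.975) and became 0.72, so both were reversed. None of the 7 genes was past the threshold, 4 were with the adjustment over the 7 genes alone, and GstS4, Def2, LOC552519 and LOC408465 were when the adjustment was made within all tested genes. The paper names these 7 as DE from the same data, so the adjustment over them alone does not show that they were DE. Without C_5d replicate 2 the log2 fold change of LOC408842 was -1.38 and past the threshold.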

**Fig. 3:**
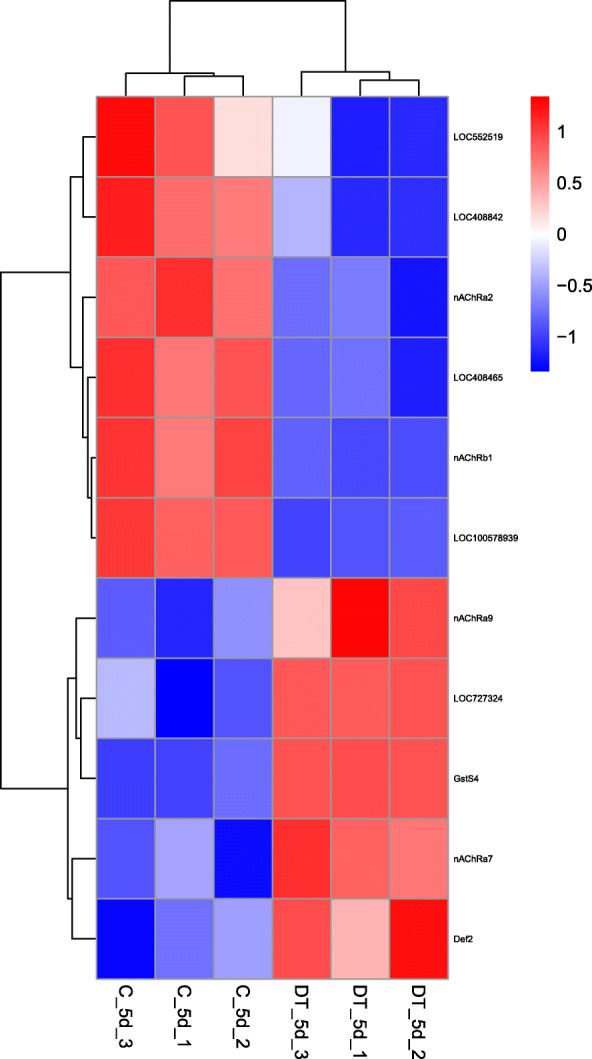
Hierarchical clustering of differentially-expressed nicotinic acetylcholine receptor and immune response-related genes. Red indicates relatively high expression, and blue indicates relatively low expression

### GO and KEGG analysis of target genes

In the category of *cis* regulation, a total of 5175 target genes of DE lncRNAs were predicted among the results of the DT_1d vs. C_1d, DT_5d vs. C_5d, and DT_10d vs. C_10d comparisons. 

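Of the 45 lncRNA transcripts called DE at any of the 3 ages, 33 are listed under a gene with a position in the annotation, and the neighbours of the others were not analysed here. Within 100 kb of these genes lay 557 of 9935 protein-coding genes, 49 from the lncRNA transcripts of the 5-d comparison and 520 from those of the 10-d comparison, with a median of 19 genes per lncRNA transcript. Both DE lncRNA transcripts of the 1-d comparison are listed under an assembled locus. Among all 3785 tested lncRNA transcripts with a position, the median was 15 genes and 9540 genes (96%) lay within the same distance. A distance of 10 kb gave 139 genes.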

GO analysis demonstrated that the target genes of the DE lncRNAs identified in DT_1d vs. C_1d were enriched in 42 GO terms, including nucleic acid metabolic process, RNA metabolic process, hydrolase activity and RNA polymerase II transcription factor binding transcription factor activity (Fig. 4). The results of KEGG pathway enrichment analysis showed that the target genes of the DE lncRNAs identified in DT_1d vs. C_1d were enriched in terms associated with metabolism (e.g., purine metabolism, nicotinate and nicotinamide metabolism, and fructose and mannose metabolism), RNA information processing (e.g., RNA polymerase, RNA degradation, RNA transport and mRNA surveillance pathway) and signaling pathways (e.g., mitogen-activated protein kinase signaling pathway, TGF-β signaling pathway and FoxO signaling pathway) (Fig. 5). The putative target genes of the DE lncRNAs were associated mainly with neurological system processes and immune effector processes in the comparison of the 5-d and 10-d dinotefuran-treated groups (Additional file 5). In addition, the target genes were associated with RNA polymerase, purine metabolism, the MAPK signaling pathway, neuroactive ligand-receptor interaction, ECM-receptor interaction, and DNA replication in both the DT_5d vs. C_5d and DT_10d vs. C_10d comparisons (Additional file 6). 

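Over the 17 libraries with lncRNA values, 26 pairs of a DE lncRNA transcript and a tested gene had a Pearson correlation of FPKM of at least 0.95 in size. These pairs joined 11 of the DE lncRNA transcripts with 19 genes. Among all 4378 tested lncRNA transcripts, 43759 pairs (0.107% of all pairs) and 4874 genes were at that value. The number of genes paired with DE lncRNA transcripts fell most, to 3, when the correlation was taken on the log2 scale, and was 5 when it was taken on the deviations from the group means. Each correlation spans groups of different age and treatment, and pairs of transcripts measured in the same libraries are not independent.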

Based on the *trans* regulation of lncRNAs [28], 245 target genes were predicted. We found that histone acetylation, protein acetylation and amino sugar metabolic processes were the most common significantly enriched terms in the three comparison groups (*P* < 0.05) (Additional file 7). Additionally, ribosome biogenesis in eukaryotes and DNA replication were the most enriched pathways in each of the comparisons (Additional file 8).

**Fig. 4:**
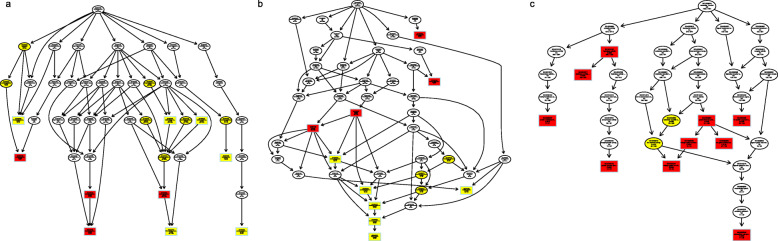
GO categorization of target genes of the DE lncRNAs identified in DT_1d vs. C_1d. (**a**) Biological processes; (**b**) cellular components; and (**c**) molecular Functions. The most significant enrichment is indicated by red, followed by yellow. Rectangles represent the top 10 GO terms of enrichment, and circles represent other GO terms

**Fig. 5:**
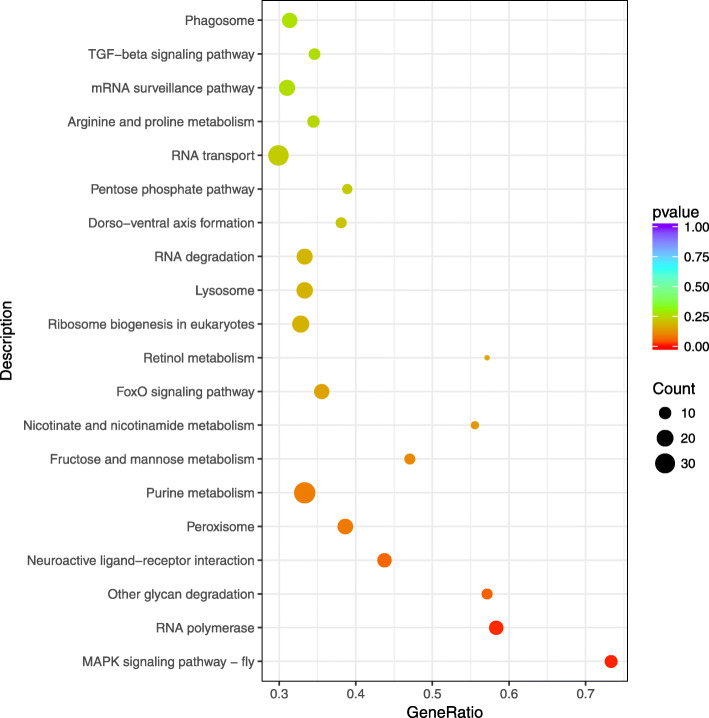
KEGG pathway enrichment analysis of the target genes of DE lncRNAs identified in DT_1d vs. C_1d

### GSEA of mRNA transcripts

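The signal-to-noise ratio, which ranks genes for GSEA by the difference of the group means over the sum of the group SDs, was computed from the 6 libraries of each age. At 1 d, 9260 of 9813 genes (94.4%) had a negative ratio, lower in DT_1d. At 5 d this held for 9074 of 9815 genes (92.5%), whereas at 10 d it held for 1946 of 9853 (19.8%). Scaled, the shares were 53.3%, 49.9% and 51.4%, which was the alternative that moved them most. With 1 library left out, the share lower in DT stayed between 88.1% and 95% at 1 d and between 85.4% and 93.4% at 5 d, and ranged from 15% to 36.1% at 10 d. The enrichment scores of the pathways were not analysed here.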

To avoid missing valuable information from genes showing nonsignificantly DE but biologically important, GSEA was applied for gene enrichment analysis [29] (Fig. 6 and Additional file 9). The 1-d dinotefuran-treated group was significantly associated with the synthesis and degradation of ketone bodies (AME00072, NES = 1.748, *P* = 0.012), pentose and glucuronate interconversions (AME00040, NES = 1.554, *P* = 0.027), the Hippo signaling pathway (AME04391, NES = -2.138, *P* < 0.001) and the TGF-β signaling pathway-fly (AME04350, NES = -1.936, *P* < 0.001) (Fig. 6a). The enriched gene pathways of the 5-d dinotefuran-treated group were related to protein processing in the endoplasmic reticulum (AME04141, NES = -1.890, *P* < 0.001), valine, leucine and isoleucine degradation (AME00280, NES = -2.256, *P* < 0.001), nicotinate and nicotinamide metabolism (AME00760, NES = -1.833, *P* = 0.002) and insect hormone biosynthesis (AME00981, NES = 1.894, *P* = 0.003) (Fig. 6b). The 10-d dinotefuran-treated group exhibited a tendency for high enrichment in pathways such as the biosynthesis of unsaturated fatty acids (AME01040, NES = 1.835, *P* < 0.001), neuroactive ligand-receptor interaction (AME04080, NES = 1.372, *P* = 0.026), ascorbate and aldarate metabolism (AME00053, NES = -2.567, *P* < 0.001), and glycine, serine and threonine metabolism (AME00260,NES = -1.892, *P* < 0.001) (Fig. 6c). Interestingly, transcripts related to glycine, serine and threonine metabolism, and pentose and glucuronate interconversion were found to be enriched after 1, 5, and10 d of repeated dietary exposure to dinotefuran daily, suggesting an effect on the metabolism of carbohydrates and proteins in honey bees.

**Fig. 6:**
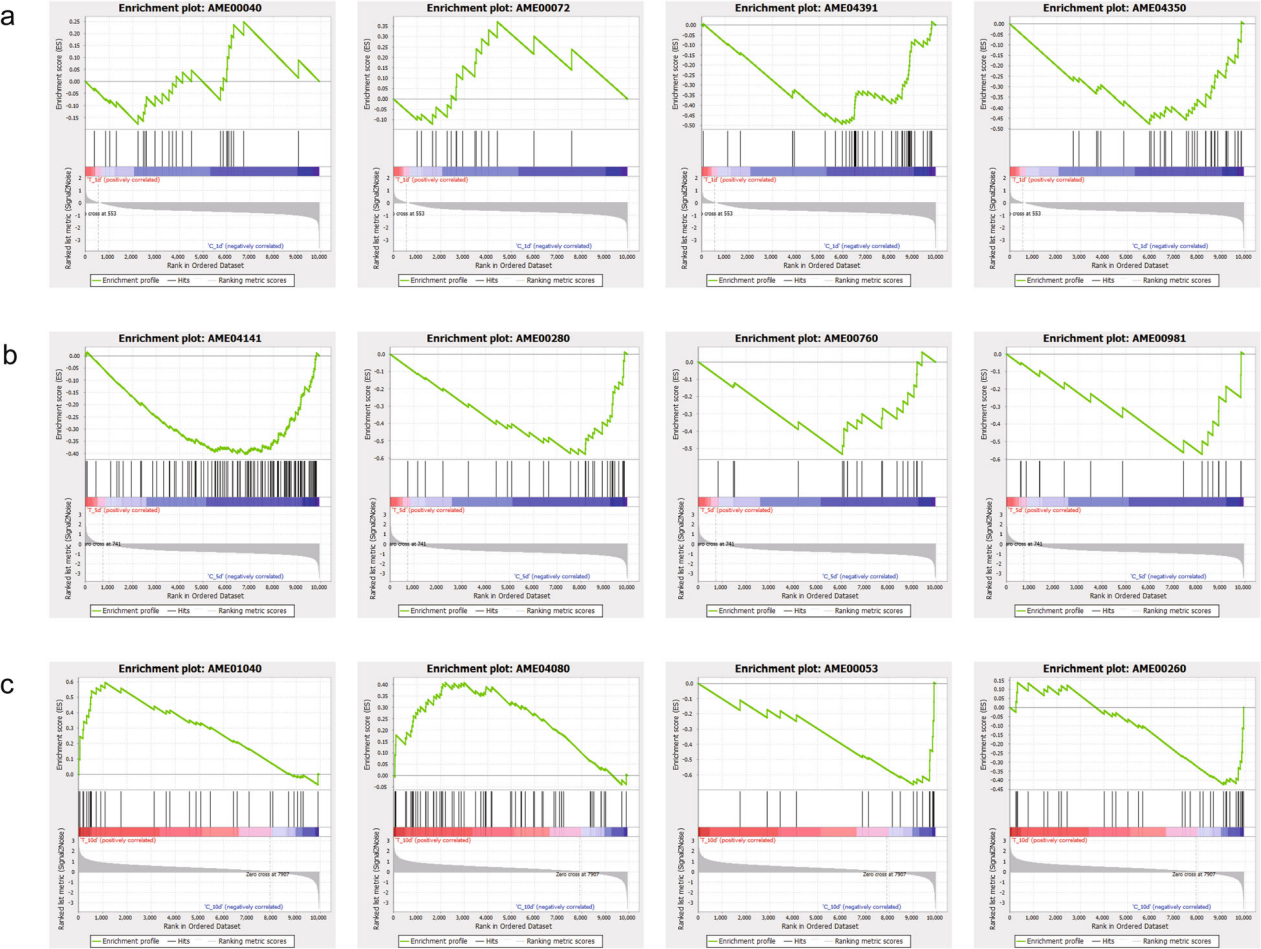
GSEA of mRNA expression levels in the honey bee brain. (**a**) The enriched pathways of 1-d dinotefuran-treated group; (**b**) the enriched pathways of 5-d dinotefuran-treated group; (**c**) the enriched pathways of 10-d dinotefuran-treated group

### Subcellular localization of lncRNA TCONS_00086519

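TCONS_00086519 is listed under LOC113219358, a gene on an unplaced scaffold from 557 to 1523. It was above 0 in 3 of the 17 libraries with lncRNA values, at FPKM 3204 and 245 in DT_5d replicates 1 and 2 and 295 in DT_10d replicate 1, and listed at 0 in DT_5d replicate 3, in the other DT_10d libraries, in both used DT_1d libraries and in all 9 control libraries. In DT_5d its mean was 1149.7 ± 1783 (SD, n = 3), and its adjusted p against C_5d was 0.0667. The groups were not separated at 5 d, since a DT_5d library and all C_5d libraries were at 0 (exact permutation test, two-sided, p = 0.400). Its adjusted p was 0.678 at 10 d. TCONS_00086519 was past the threshold at 5 d when DT_5d replicate 3 was left out. With all libraries kept it was past it under some settings, such as a mean FPKM of at least 1. LOC113219358 itself was above 0 in all 18 libraries, at 592 ± 342 FPKM in C_5d and 1588 ± 1437 in DT_5d, a log2 fold change of 1.30 (adjusted p = 0.0972; scaled 2.07). DT_5d replicate 1, with the highest value of TCONS_00086519, also had the highest share of uniquely mapped reads of the 18 libraries. The paper's Additional file 1 gives 90.98% for it, and the next highest is 79.21%, in C_5d replicate 3. Whether this bears on TCONS_00086519 was not tested.

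**Figure D3:**
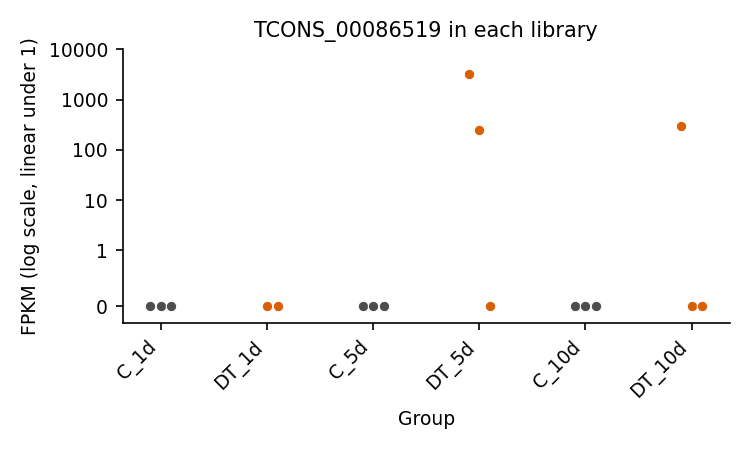
FPKM of TCONS_00086519 in each used library by group (vertical axis, log scale above 1 and linear below), with C in grey and DT in orange. Points are libraries, and those on the line at 0 are listed at 0. The 3 libraries above 0 are DT_5d replicates 1 and 2 and DT_10d replicate 1.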

To explore the potential function of lncRNAs in the honey bee brain, the differentially and highly expressed lncRNA TCONS_00086519, which showed a full-length sequence of 471 bp (Fig. 7), was selected for the next study. 

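The putative targets of TCONS_00086519 are LOC113219358, LOC113218767, LOC100578576 and LOC107964769. Correlations were taken over the 17 libraries with 100000 two-sided permutations and adjusted over the 14 pairs of a lncRNA and a named target examined. For LOC113219358, the gene under which the lncRNA is listed, Pearson's r was 0.952 (permutation p = 0.0145, adjusted p = 0.0339) and Spearman's rho 0.387 (permutation p = 0.128, adjusted p = 0.199). Without the 2 libraries farthest from the median of the lncRNA, r was 0.311, so the relation rests on those libraries. LOC113218767 (linkage group 5) and LOC107964769 (linkage group 7) were each above 0 in 1 library, DT_5d replicate 1, at FPKM 0.143 and 0.0217. For both, r was 0.993 (permutation p = 0.0594 and 0.0593, adjusted p = 0.104 for each) and rho was 0.614 (permutation p = 0.0590 and 0.0597). LOC100578576 (linkage group 5) was above 0 in 2 libraries and reached FPKM 0.00724, and Pearson's r was 0.955 (permutation p = 0.00371, adjusted p = 0.0104) and Spearman's rho 0.842 (permutation p = 0.00384, adjusted p = 0.0149). Without the 2 farthest libraries these 3 genes or the lncRNA had a single value, 0, and r could not be calculated. On the log2 scale r was 0.592 for LOC113219358, 0.657 for LOC113218767 and LOC107964769 and 0.805 for LOC100578576. On the deviations from the group means, r was 0.942 for LOC113219358, 0.993 for LOC113218767, 0.96 for LOC100578576 and 0.993 for LOC107964769.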

Four protein-coding genes were found close to TCONS_0008615 through bioinformatic analysis (Additional file 10). The subcellular localization of lncRNAs is closely associated with their biological mechanism [30]. To further investigate the precise mechanism of the lncRNAs, an RNA-FISH assay was performed to detect the subcellular localization of TCONS_00086519. As shown in Fig. 8, TCONS_00086519 was mainly distributed in the cytoplasm in honey bee brain cells. This finding provided evidence that TCONS_00086519 may act as a competing endogenous RNA (ceRNA) or a molecular sponge to modulate the expression of its target mRNA or miRNA.

**Fig. 7:**
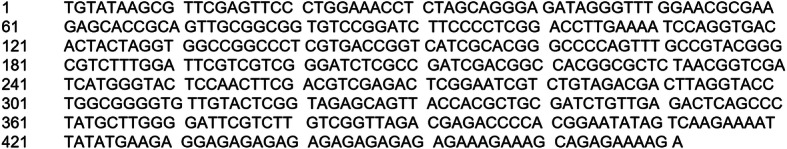
Schematic diagram of the full-length 471 bp honey bee brain lncRNA TCONS_0008651 sequence

**Fig. 8:**
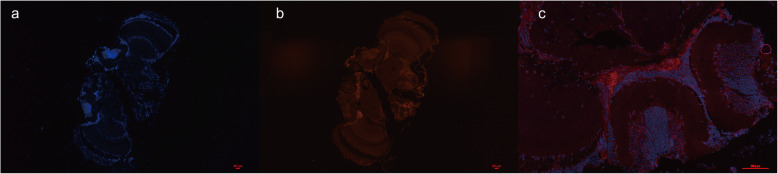
The location of RNA TCONS_00086519 in the honey bee brain. (**a**) RNA fluorescence in situ hybridization (FISH) signal location using probes against TCONS_00086519; (**b**) the nucleus was stained with DAPI; (**c**) lncRNA TCONS_00086519 is distributed predominantly in the cytoplasmic region in the honey bee brain

### Quantitative real-PCR validation

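The RNA-seq values of the 7 transcripts taken to qPCR were as follows. Mrjp1 was at 4494 ± 1575 FPKM in C_5d and 24479.8 ± 9822 in DT_5d (SD, n = 3), a log2 fold change of 2.43 (standard error 0.87, adjusted p = 0.0752; scaled 3.21), and the libraries of the groups did not overlap. Hbg3 was at 10346 ± 4413 and 2677 ± 833 in the same groups, a log2 fold change of -1.92 (adjusted p = 0.251; scaled -1.15), also without overlap. LOC408790 was at 85536 ± 3844 in DT_1d, higher than in each C_1d library, a log2 fold change of 0.66 (adjusted p = 0.270; scaled 1.36). LOC113219351 was at 18861 ± 2738 in C_10d and 15803 ± 1088 in DT_10d, a log2 fold change of -0.25 (adjusted p = 0.939; scaled -0.55), which quantile normalization reversed to 0.41. Between DT_1d and DT_10d, TCONS_00024915 had a log2 fold change of -0.76 (adjusted p = 0.169; scaled -1.92), and TCONS_00023619, listed under Apd-1, went from 334 ± 2.44 (SD, n = 2) to 13.4 ± 4.6 (SD, n = 3), a log2 fold change of -4.68 (adjusted p = 0.0186; scaled -5.83). The tested genes rose between these ages by a median log2 value of 1.20 without scaling. For TCONS_00023619 the paper's Table A3 gives 227 in DT_1d, under the mean of the 2 used libraries. If that value averages 3 libraries, the library left out was lower, and the drop of TCONS_00023619 depends on leaving it out. The remaining transcript, TCONS_00086519, had 2 of 3 DT_5d libraries above 0. The qPCR values were not analysed here.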

To validate the RNA-seq results, four DE mRNAs (Mrjp1, LOC408790, LOC113219351 and Hbg3) and three DE lncRNAs (TCONS_00086519, TCONS_00024915 and TCONS_00023619) were subjected to qPCR. As shown in Fig. 9, Hbg3, TCONS_00086519, LOC408790 and LOC113219351 exhibited significantly higher expression in dinotefuran-treated bees than in control bees (*P* < 0.05), which was consistent with the RNA-seq data. The expression levels of TCONS_00024915 and TCONS_00023619 decreased significantly after persistent exposure to dinotefuran (*P* < 0.05). Moreover, Mrjp1 expression showed a 14.9-fold reduction relative to controls after dinotefuran treatment for 5 d.

**Fig. 9:**
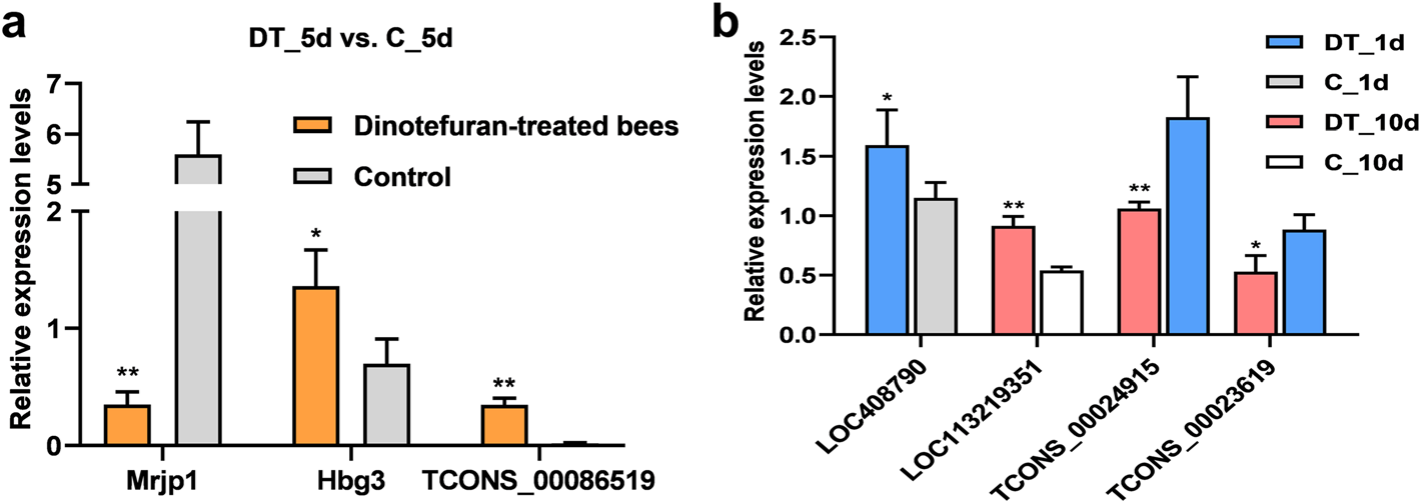
Validation of RNA-seq data by qRT–PCR. (**a**) Relative expression levels of differentially expressed transcripts between dinotefuran-treated bees and control bees at 5 d; (**b**) relative expression levels of differentially expressed transcripts identified in each of the DT_1d vs. C_1d, DT_10d vs. C_10d and DT_10d vs. DT_1d comparisons. The expression data are presented as the mean ± SEM. *P < 0.05, **P < 0.01

## Discussion

Studies on lncRNA expression in honey bees have been increasing in recent years, focused mainly on caste determination [19, 31], the behavioral transition from nurse to forager [25], oviposition [32, 33], and the response to pathogen infestation [20, 21, 34]. In the current study, RNA-seq was performed to identify the lncRNA and mRNA profiles of honey bees exposed to 0.01 mg/L dinotefuran for 1, 5, and 10 d to assess the potential regulators of honey bee growth and immune responses related to neonicotinoid insecticides. Finally, 6824 putative lncRNA transcripts and 19,837 known mRNA transcripts were obtained in the honey bee brain transcriptome. A total of 312 lncRNAs and 1341 mRNAs, 347 lncRNAs and 1458 mRNAs, 345 lncRNAs and 1155 mRNAs were identified as DE in the DT_1d vs. C_1d, DT_5d vs. C_5d, and DT_10d vs. C_10d comparisons, respectively. Among these transcripts, we found that several DE lncRNAs were actively associated with honey bee growth and immune responses after dinotefuran treatment. The lncRNA TCONS_00064387 exhibited lower expression in the dinotefuran-treated group than in the control group and targeted the Mrjp family genes in *cis*. 

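TCONS_00064387 is listed under Mrjp8 on linkage group 11, from 2312803 to 2315913. Its FPKM was 0.639 and 0.307 in DT_5d replicates 1 and 3, 0.000418 in C_10d replicate 3, and listed at 0 in the other 14 used libraries. It was under the filter for low values, FPKM of at least 0.1 in at least 3 libraries, and so was not tested. All 9 Mrjp genes of the annotation, Mrjp8 included, lie within 100 kb of it.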

Mrjp family genes have been validated and determined in honey bees, and encode major royal jelly proteins which are the major organic components of royal jelly [35]. The royal jelly master proteins Mrjp1-Mrjp8 have been repeatedly reported in the brain of honey bees [36–38] and play crucial neurobiological roles in the nervous system [39].The expression of Mrjp1 was detected in the mushroom body [36], optic lobe [38] and antennal lobe [40], and reduced expression of the Mrjp1 gene in the mushroom body decreased learning ability in worker honey bees [41]. The effect of sublethal concentrations of dinotefuran on reducing the expression of Mrjps suggested that the learning ability and nervous system of honey bees may be affected. 

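At 5 d, Mrjp2 rose from 454 ± 171 to 3762 ± 1640.2 FPKM (SD, n = 3), a log2 fold change of 3.04 (standard error 0.88, adjusted p = 0.0641; scaled 3.81). Mrjp3, Mrjp4 and Mrjp7 were also higher in every DT_5d library than in every C_5d library, with log2 fold changes of 2.77, 2.58 and 3.58 (adjusted p = 0.0648, 0.0829 and 0.0641). Mrjp6 and Mrjp9 were lower in every DT_5d library, with log2 fold changes of -1.95 and -1.10 (adjusted p = 0.0641 and 0.0876; scaled -1.18 and -0.33), and Mrjp5 and Mrjp8 overlapped between the groups. At 5 d the log2 fold changes of Mrjp5 (-0.46) and Mrjp8 (-0.21) were reversed by scaling (0.32 and 0.55). At 10 d Mrjp2, Mrjp3 and Mrjp4 were higher in DT_10d (log2 fold changes 3.38, 3.49 and 2.04) and Mrjp5 and Mrjp6 lower (-1.56 and -1.87), with and without scaling, and Mrjp8 (0.28) and Mrjp9 (0.23) were reversed by it. None of these 8 genes was past the threshold at 1, 5 or 10 d over all transcripts, with a smallest adjusted p of 0.0641. With the adjustment over the 8 genes alone, 6 were past it at 5 d and 3 at 10 d. When only the 6 libraries of an age were fitted, Mrjp2, Mrjp3, Mrjp4, Mrjp6 and Mrjp7 were past it at 5 d and Mrjp2 at 10 d over all transcripts. With a mean FPKM of at least 1, with adjustment within each class or with the replicate number over all ages in the model, Mrjp2, Mrjp3, Mrjp6 and Mrjp7 were past it at 5 d. Mrjp3 was past it at 10 d with the replicate number in the model, over all ages or within each age, and without C_10d replicate 3 or DT_10d replicate 1, and Mrjp6 and Mrjp7 were at 5 d without C_5d replicate 2.

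**Figure D4:**
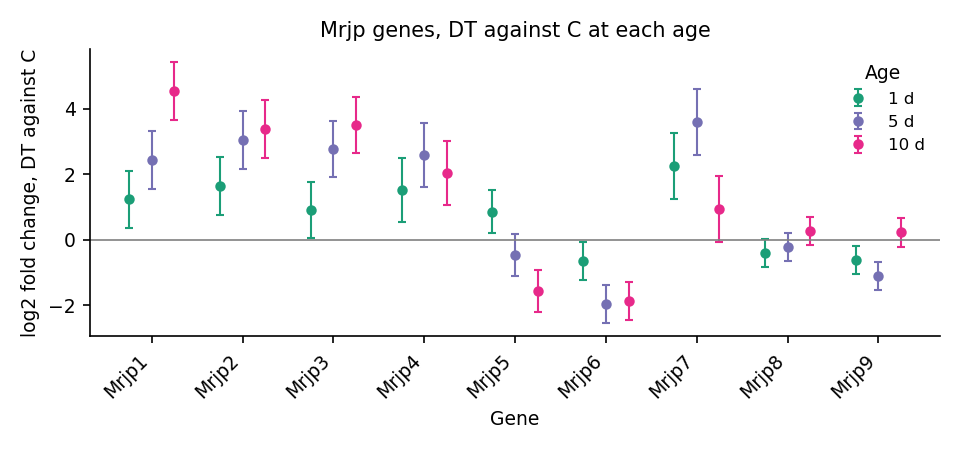
Log2 fold change of Mrjp1 to Mrjp9 in DT against C (vertical axis) at 1 d (green), 5 d (violet) and 10 d (pink), from FPKM as deposited. Points are estimates from 3 libraries against 3 and bars are standard errors. Mrjp1, Mrjp2, Mrjp3, Mrjp4 and Mrjp7 lie above 0 at every age, with and without scaling, while scaling reverses Mrjp6, Mrjp8 and Mrjp9 at 1 d, Mrjp5 and Mrjp8 at 5 d and Mrjp8 and Mrjp9 at 10 d, and quantile normalization reverses Mrjp8 at every age and Mrjp9 at 10 d.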

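The lncRNAs proposed to act on nicotinic acetylcholine receptor subunits were low, and their correlations with the subunits over the 17 libraries varied. The pair of XR_001705519.2 and nAChRβ4, which the paper also names, was not analysed here. For TCONS_00040953 and nAChRa4, r was 0.685 (permutation p = 0.00208, adjusted p = 0.00971) and rho 0.605 (permutation p = 0.0110, adjusted p = 0.0256), r was 0.537 on the deviations from the group means, and r was 0.398 without the 2 libraries farthest from the median of the lncRNA, which was above 0 in 7 libraries. At 5 d TCONS_00040953 was at 1.21 ± 1.32 FPKM in C_5d (SD, n = 3) and listed at 0 in all 3 DT_5d libraries (adjusted p = 0.0644), while nAChRa4 was at 1.88 ± 0.911 and 0.993 ± 0.0947 (adjusted p = 0.154; scaled log2 fold change -0.04). For XR_001705519.2 and nAChRa7, r was 0.0842 (permutation p = 0.705, adjusted p = 0.760) and rho 0.67 (permutation p = 0.00425, adjusted p = 0.0149), with r -0.378 on the deviations and r 0.271 without the farthest libraries. TCONS_00031755 and nAChRa8 gave r 0.671 (permutation p = 0.00373, adjusted p = 0.0104), rho 0.672 (permutation p = 0.00400, adjusted p = 0.0149), r 0.527 on the deviations and r 0.56 without those libraries. TCONS_00031757 and TCONS_00031758, each above 0 in 4 libraries, gave r -0.122 (permutation p = 0.653, adjusted p = 0.760) and -0.0792 (permutation p = 0.987, adjusted p = 0.987) with nAChRa8, rho 0.00659 (permutation p = 0.985) and 0.175 (permutation p = 0.509), r -0.0412 and -0.261 on the deviations, and r 0.298 and 0.0855 without the farthest libraries. All 3 of these lncRNAs are listed under LOC408824 on linkage group 5, from 4292654 to 4709294, and nAChRa8 starts at 4710530 on the same linkage group. nAChRa9 was at 1.73 ± 0.217 FPKM in C_10d and 7.36 ± 1.75 in DT_10d (SD, n = 3), a log2 fold change of 2.01 (standard error 0.28, adjusted p = 0.00244; scaled 1.70). XR_003304779.1 was above 0 only in the 3 DT_10d libraries, at 0.038 ± 0.0153, and XR_003306308.1 was at 0.15 ± 0.0456 in DT_10d and above 0 in 1 other library. Without a filter on low values, XR_003306308.1 was past the threshold of the differential expression test at 10 d (log2 fold change 1.28, adjusted p = 0.00024). Both lncRNAs and nAChRa9 thus separate the 3 DT_10d libraries from the other 14. Over the 17 libraries both pairs passed the correlation threshold of the trans analysis, but no r is given across 2 separate clusters, and with fewer than 6 libraries in that of DT_10d a relation within it cannot be tested.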

The nAChRs are the targets of neonicotinoid insecticides [2], and five nAChR subunits (nAChRα4, the putative target of TCONS_00040953; nAChRα7, the target of XR_001705519.2; nAChRα8, the target of TCONS_00031755, TCONS_00031757 and TCONS_00031758; nAChRα9, the target of XR_003306308.1 and XR_003304779.1; and nAChRβ4, the target of XR_001705519.2) were separately investigated for their effects in *trans*. The induction of nAChRs can result in distinct effects; for instance, exposure to sublethal dinotefuran doses can affect olfaction, basic motor function and postural control in honey bees [12, 42, 43]. Defensin genes, which play an important role in the innate humoral immune system of honey bees and are associated with responses against G- and, G+ bacteria and fungi, showed significantly lower expression in the dinotefuran-treated group [44, 45]. 

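Def1 was at 5431 ± 1077 FPKM in C_5d and 3239 ± 713 in DT_5d (SD, n = 3), lower in every DT_5d library, with a log2 fold change of -0.75 (standard error 0.31, adjusted p = 0.1000). Scaling reversed it to 0.03. At 1 d and 10 d the log2 fold changes of Def1 were 0.22 and -0.51 (adjusted p = 0.614 and 0.625). Def2 was at 0.684 ± 0.252 in C_10d and 3.04 ± 1.7 in DT_10d, a log2 fold change of 1.91 (standard error 0.52, adjusted p = 0.117; scaled 1.60), and higher in every DT_10d library. It was past the threshold at 10 d with a pseudocount of 1, where the log2 fold change was 1.19. At 1 d its log2 fold change was -0.65 (adjusted p = 0.366).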

Defensin1 and Defensin 2 were identified as candidate targets of the annotated DE lncRNAs XR_003304788.1 and XR_003306226.1, respectively. This result is consistent with a previous study that showed that thiamethoxam, another neonicotinoid insecticide, was able to suppress defensin gene expression [46]. 

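XR_003304788.1 belongs to LOC100578461, from 8580604 to 8632385 on the linkage group of Def1, and XR_003306226.1 to LOC113219299, from 5125214 to 5128246 on the linkage group of Def2, which starts at 5139659. XR_003304788.1 was above 0 in 4 of the 17 libraries, with a mean of 0.0258 ± 0.0392 FPKM in C_5d (SD, n = 3) and 0 in DT_5d, and was under the filter for low values. Over the libraries, r was 0.162 (permutation p = 0.570, adjusted p = 0.725) and rho 0.0955 (permutation p = 0.721, adjusted p = 0.777) for XR_003304788.1 and Def1, with r 0.315 on the deviations from the group means and r -0.0914 without the 2 libraries farthest from the median of the lncRNA. At 5 d XR_003306226.1 was at 0.0851 ± 0.0386 in C_5d and listed at 0 in DT_5d (adjusted p = 0.0932). With Def2, r was 0.374 (permutation p = 0.132, adjusted p = 0.205) and rho 0.252 (permutation p = 0.325, adjusted p = 0.441), and r was -0.0236 on the deviations and 0.51 without the farthest libraries.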

In general, our results may provide insights into the effect of dinotefuran on the immune system of *A. mellifera* from the perspective of lncRNAs. These findings suggest that DE lncRNAs may participate in the response to dinotefuran through *cis* and *trans* effects.

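When the libraries of the lncRNA transcripts were permuted against those of the genes in 100 draws, between 5 and 120 pairs of any tested lncRNA transcript and gene were at the correlation threshold of the trans analysis (median 24.5). In 0 draws there were as many pairs as with the libraries in register. For the DE lncRNA transcripts, the draws gave a median of 0 and at most 35 paired genes, and 2 of the draws gave at least as many as were found. Among the 2385 tested lncRNA transcripts listed under a tested gene, 111 (4.65%) were paired with that gene. The paper proposes that DE lncRNAs may take part in the response to dinotefuran through cis and trans effects.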

Through GSEA with mRNA expression data sets and the target genes identified from DE lncRNA enrichment analysis, we found that the TGF-β signaling pathway was the most enriched pathway in both mRNAs and the target genes of lncRNAs. This result is in agreement with another neonicotinoid insecticide on adult honey bees that were exposed to realistic field doses of clothianidin [47]. A previous study showed that *Varroa destructor* activated the TGF-β signaling pathway to suppress wound healing and the immune response in honey bees [48]. Similarly, TGF-β signaling interferes with innate immunity in *Drosophila* larvae infected with symbiotic nematodes, and phenoloxidase activity in the hemolymph of infected larvae is regulated by activin signaling via TGF-β pathways [49]. This suggests that transforming growth factor-β (TGF-β) may play a critical role in the honey bee immune response to dinotefuran. 

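LOC409523 lies on linkage group 3 from 4940307 to 4943048. It was at 4.14 ± 1.92 FPKM in C_1d and 1.14 ± 0.121 in DT_1d (SD, n = 3), a log2 fold change of -1.69 (standard error 0.41, adjusted p = 0.212; scaled -1.03), and at 3.74 ± 1.89 in C_5d and 1.45 ± 0.335 in DT_5d, a log2 fold change of -1.20 (adjusted p = 0.0700; scaled -0.46). At both ages it was lower in every treated library than in every control library. At 10 d its means were 3.24 ± 0.572 in C_10d and 3.35 ± 1.22 in DT_10d (adjusted p = 0.995). It was past the threshold at 5 d among transcripts with a mean FPKM of at least 1 and without C_5d replicate 2. TCONS_00018497, listed under LOC409639 on the same linkage group from 4845193 to 4848228, was at 0.298 ± 0.289 in C_5d and listed at 0 in DT_5d (adjusted p = 0.0856). Over the 17 libraries r was 0.225 (permutation p = 0.387, adjusted p = 0.542) and rho 0.241 (permutation p = 0.347, adjusted p = 0.441) for this lncRNA and LOC409523, and r was 0.0386 on the deviations from the group means and 0.37 without the 2 libraries farthest from the median of the lncRNA.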

In this study, mitogen-activated protein kinase 1 (LOC409523), which was enriched in the TGF-β signaling pathway, was indicated to be a potential target of DE lncRNA TCONS_00018497 and showed significantly lower expression in dinotefuran-treated bees. MAPK was associated with decreased developmental time and increased titer of juvenile hormone (JH) [50], a hormone that is essential for development and affects the structure and function of the adult honey bee nervous system [51, 52]. The MAPK pathway has been reported to be involved in the antiviral immune responses of honey bees [53]. Moreover, pathway analyses demonstrated that a variety of mRNA expression data sets and target genes of DE lncRNAs in both comparison groups were enriched in material and energy metabolism-associated pathways, such as glycine, serine and threonine metabolism, and pentose and glucuronate interconversion. Metabolism plays an important role in the regulation of sustenance to innate and adaptive immune responses [54]. These results indicated that DE lncRNAs may act as regulators in the development, nerve conduction, and immune response of honey bees treated with dinotefuran.

Accumulating evidence indicates that lncRNAs participate in gene expression regulation by modulating chromosomal architecture [55, 56], binding to transcription factors for direct recruitment [57], and RNA polymerase II [58] in the nucleus. However, several lncRNAs were found to control mRNA stability and modulate translation and posttranslational modifications in the cytoplasm [14, 59, 60]. Consequently, investigation into the subcellular localization of lncRNAs will be helpful to further illustrate the mechanisms and functions of lncRNAs [14, 61]. Through RNA sequencing, we obtained the highly and significantly DE lncRNA TCONS_00086519, with a length of 471 bp, which potentially targets four genes in *trans*, including general odorant-binding protein 71 and smoothelin-like protein 1. The results indicated that TCONS_00086519 may be associated with odorant binding, development and immunity [62]. RNA FISH analysis revealed that TCONS_00086519 was mainly located in the cytoplasm, suggesting that it is capable of forming complexes with diverse structural and regulatory functions related to mRNA stability, mRNA translation, and signaling pathway modulation, serving as a competing endogenous RNA, or functioning as a precursor of microRNAs [60, 63]. The results of this work provide a foundation for further study of the function and mechanism of lncRNA TCONS_00086519 in the honey bee brain.

## Conclusion

This study revealed the expression patterns of lncRNAs in honey bee brains following exposure to a 0.01 mg/L dose of dinotefuran. Bioinformatic analysis showed that several lncRNAs and mRNAs were likely to participate in important biological processes associated with honey bee material and energy metabolism, neuroactive ligand-receptor interaction and odorant binding. Additionally, we found that the DE lncRNA TCONS_00086519 was distributed mainly in the cytoplasm and may act as a regulator by serving as a miRNA precursor or ceRNA involved in development and the immune response by regulating gene expression in *trans* in honey bees. Our results provide a foundation for understanding the lncRNA-mediated regulation of growth and immunity and contribute to a better understanding of honey bee-insecticide interactions and honey bees themselves.

## Methods and materials

### Honey bee rearing

Frames containing sealed broods (near adult emergence) were collected from three healthy colonies located at the Zhejiang Academy of Agricultural Sciences (Hangzhou, China) and maintained in darkness in a climate-controlled incubator (34 °C ± 1 °C, relative humidity [RH] 60 ± 10%). Then, we obtained newly emerged honey bees and placed them in cages (11 × 11 × 7 cm^3^, *N* = 60 in each cage).

### Dinotefuran preparation and exposure

The residues of dinotefuran recorded in pollen, honey or syrup range from 0.03 ng/g to 147 ng/g [11, 64–66]. On this basis, a field-realistic level of dinotefuran of 0.01 mg/L was selected as the sublethal concentration in this study. A dinotefuran (> 99% purity, Sigma-Aldrich, St Louis, MO, USA) stock solution (1000 ng a.i./L) was prepared using a 50% sucrose:water solution as the solvent. The bees were treated with 2 mL of 0.01 mg/L dinotefuran solution in the experimental group (DT). Fifteen honey bees were collected on the 1st day (DT_1d), 5th day (DT_5d) and 10th day (DT_10d). The bees in the control group were fed 2 mL of a 50% sucrose: water solution, and samples were collected at the same time on the 1st day (C_1d), 5th day (C_5d) and 10th day (C_10d). The honey bees were fed ad libitum. Dead bees were removed and both treatment solution and untreated sucrose solution were replaced daily throughout the experiment. The bee samples were preserved in liquid nitrogen and stored at − 80 °C until brain dissection. The in vivo portion of the study was carried out at 34 °C ± 1 °C under 60 ± 10% RH in darkness.

### Library preparation and sequencing

Total RNA was isolated from 15 pooled brains per sample using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). RNA was checked for purity and integrity by using a NanoPhotometer® spectrophotometer (IMPLEN, CA, USA) and a Bioanalyzer 2100 system (Agilent Technologies, CA, USA). A total of 3 μg RNA per sample was used to generate a complementary library with the NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations. After cluster generation using the TruSeq PE Cluster Kit v3-cBot-HS (Illumina, USA) according to the manufacturer’s instructions, 18 libraries were sequenced on the Illumina HiSeq 2500 platform, and 150 bp paired-end reads were generated.

### Identification of lncRNA and novel mRNA

Clean data were obtained after discarding the reads containing adapters, reads containing poly-Ns sequences (over 0.2%) and reads of low quality (over 50%) from the raw data. Q_20_ and Q_30_ values and GC contents were calculated to evaluate sequencing quality. The remaining clean data were aligned to the reference *A. mellifera* genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_003254395.2) with Hisat2 (https://ccb.jhu.edu/software/hisat2/index.shtml) [67]. All mapped reads were assembled by StringTie [68] using the default parameters. The transcripts obtained from splicing were merged by using Cuffmerge, and transcripts of less than 200 nt in length with an uncertain strand orientation were removed. The obtained sequences were subjected to BlAST searches against the reference database, and known transcripts were filtered out by Cuffcompare [69]. The remaining transcripts were considered candidate lncRNAs, and those with coding potential were considered novel mRNAs.

### Differential expression analysis

The expression levels of mRNAs and lncRNAs were calculated as fragments per kilobase of exon per million mapped fragments (FPKM) values using the Cuffdiff tool in Cufflinks v2.1.1 [26]. A *P*-value < 0.05 (Benjamini and Hochberg’s false discovery rate) and a |log_2_ (fold change) | > 1 were set as the thresholds for significantly differential expression.

### RNA fluorescence in situ hybridization (RNA FISH)

The specific Cy3-labeled oligonucleotide probe TCONS_00086519: 5′-Cy3-CCGAGTCTCG.

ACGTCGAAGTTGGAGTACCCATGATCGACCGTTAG-3′ was designed and synthesized. RNA FISH was performed using an RNA FISH Kit (Gefanbio, Shanghai, China) according to the manufacturer’s instructions. Briefly, honey bee brains were dissected and fixed with RNA-free paraformaldehyde. The paraffin sections were pretreated for hybridization with a 30% H_2_O_2_-methanol mixture (1:9) for 10 min at room temperature (RT). Then, the sections were treated via proteinase K digestion (20 min, 37 °C) in 25% HCl, followed by a 1-min wash in 0.2% glycine irrigation solution. After fixation in 4% formaldehyde for 10 min, the sections were washed twice in acetic anhydride (pH = 8.0) at RT for 5 min each time. The sections were incubated in a humidified chamber (1 h, 65 °C) covered with the prehybridization solution. The tissue sections were hybridized with the probe at 0.1 μM for 48 h at 65 °C. The tissues were washed twice on coverslips with 2 × SSC (pH = 7.5). Finally, the sections were stained with DAPI, embedded in mounting agent, and then observed under a fluorescence microscope (IX-71, Olympus, Japan).

### Target gene prediction

Differentially expressed lncRNAs were selected to predict potential *cis* and *trans* effects. The *cis* actions of lncRNAs affect neighboring target genes. Based on the positional relationship between lncRNAs and mRNAs, target genes were predicted in the regions 100 kb up- and downstream of the DE lncRNAs. Based on the expression correlation between lncRNAs and mRNAs, the target genes were evaluated for a *trans* effect of lncRNAs with an absolute Pearson correlation ≥0.95.

### Enrichment analysis

Gene Ontology (GO) enrichment analysis of the target genes of identified DE lncRNAs was performed using the GOseq R package [70], and Kyoto Encyclopedia of Genes and Genomes (KEGG, www.kegg.jp/kegg/kegg1.html) pathway analysis of the target genes was implemented by using KOBased Annotation System (KOBAS) v2.0 [71], considering a corrected *p*-value < 0.05 to indicate significant enrichment. GSEA software (http://software.broadinstitute.org/gsea/index.jsp) was applied to interpret gene expression data [29, 72]. Briefly, the genes were metrically ranked according to the signal-to-noise ratio ($$ \frac{\upmu \mathrm{a}-\upmu \mathrm{b}}{\upsigma \mathrm{a}+\upsigma \mathrm{b}} $$). Then, it was determined whether the genes in the gene set database (KEGG and GO databases) were ranked at the top or bottom of the list in terms of enrichment. The significance of the enrichment score (ES) was calculated with an empirical phenotypic-based permutation test. The normalized enrichment scores (NES) were used to compare the analysis results across gene sets, accounting for differences in gene set size and in the correlations between the gene sets and the expression dataset. The false discovery rate was calculated to control the false positive rate. IN GSEA, NES are determined as follows:

$$ \mathrm{NES}=\frac{actual\  ES}{\  mean\Big( ESs\  against\  all\  permutations\ of\ the\ dataset} $$

### Quantitative PCR analysis

First strand cDNA was obtained with the PrimeScript™ RT reagent Kit with gDNA Eraser (TaKaRa, Dalian, China). Quantitative real-time PCR was performed on an ABI 7500 Real-Time PCR system (Applied Biosystem, Carlsbad, CA, USA) using TB Green® *Premix Ex Taq*™ II (TaKaRa, Dalian, China) with specific primers (Table 2). Relative gene expression levels were quantified based on β-actin expression by using the 2^-∆∆Ct^ method with three independent biological replicates. The differences in the relative expression levels of the mRNAs and lncRNAs identified between the dinotefuran-treated and control bees were analyzed using one-way ANOVA and an independent-samples t-test with SPSS 22.0 software (IBM, Armonk, NY, USA). *p* < 0.05 was considered statistically significant.

**Table 2:** The sequences of primers for the selected lncRNAs and mRNAs

Primer Name	Sequences (5′-3′)
β-actin-F	TGCCAACACTGTCCTTTCTG
β-actin-R	AGAATTGACCCACCAATCCA
LOC408790-F	TTGACTCTATCTCCCCGGCA
LOC408790-R	TCTGCTTTCAAAATGCGCGTAA
LOC113219351-F	GCTGCGGATATGGGTACGAA
LOC113219351-R	GTTTGGAACGCGAAGAGCAC
Hbg3-F	AAGCCGCTCCCTGAAAACTT
Hbg3-R	ATGTCGACCCCCATTTCGAG
TCONS_00086519-F	TCTTTGGATTCGTCGTCGGG
TCONS_00086519--R	TATTCCGTGGGGTCTCGTCT
TCONS_00024915-F	AGTGATGGCACAGCTGAACA
TCONS_00024915-R	GACGTGAAGGACTCAACCGT
TCONS_00033704-F	CCGTGGAGTTAGGGTGAGTC
TCONS_00033704-R	ACAATACTTGCAGCCATTAGCA

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

**Additional file 6.**

**Additional file 7.**

**Additional file 8.**

**Additional file 9.**

**Additional file 10.**

## Data Availability

The sequencing data are available in the GEO database (GSE168740) of the NCBI system (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168740).

## Abbreviations

CNCI: Coding-Non-Coding Index
CPC: Coding Potential Calculator
CSP: chemosensory proteins
FISH: fluorescence in situ hybridization
GSEA: Gene set enrichment analysis
GstS4: glutathione S-transferase S4
JH: juvenile hormone
MAPK: Mitogen-activated protein kinase
Mrjp: major royal jelly protein family
nAChR: nicotinic acetylcholine receptor
ND1: NADH dehydrogenase subunit 1
ORFs: open reading frames
TGF-β: transforming growth factor-β

## References

[1] Bass C, Denholm I, Williamson MS, Nauen R (2015). The global status of insect resistance to neonicotinoid insecticides. Pestic Biochem Physiol.

[2] Jeschke P, Nauen R (2008). Neonicotinoids—from zero to hero in insecticide chemistry. Pest Manag Sci.

[3] Goulson D (2013). REVIEW: an overview of the environmental risks posed by neonicotinoid insecticides. J Appl Ecol.

[4] Peng Y, Yang E (2016). Sublethal dosage of Imidacloprid reduces the microglomerular density of honey bee mushroom bodies. Sci Rep.

[5] Li Z, Yu T, Chen Y, Heerman M, He J, Huang J, Nie H, Su S (2019). Brain transcriptome of honey bees (Apis mellifera) exhibiting impaired olfactory learning induced by a sublethal dose of imidacloprid. Pestic Biochem Physiol.

[6] Mengoni Goñalons C, Farina WM (2015). Effects of sublethal doses of Imidacloprid on Young adult honeybee behaviour. PLoS One.

[7] Henry M. A common pesticide decreases foraging success and survival in honey bees. Sci. 2012.10.1126/science.121503922461498

[8] Tackenberg MC, Giannoni-Guzmán MA, Sanchez-Perez E, Doll CA, Agosto-Rivera JL, Broadie K, Moore D, McMahon DG (2020). Neonicotinoids disrupt circadian rhythms and sleep in honey bees. Sci Rep.

[9] Wakita T, Kinoshita K, Yamada E, Yasui N, Kawahara N, Naoi A, Nakaya M, Ebihara K, Matsuno H, Kodaka K (2003). The discovery of dinotefuran: a novel neonicotinoid. Pest Manag Sci.

[10] The Pesticide Properties Database PPDB [http://sitem.herts.ac.uk/aeru/iupac/index.htm].

[11] Dively GP, Kamel A (2012). Insecticide residues in pollen and nectar of a cucurbit crop and their potential exposure to pollinators. J Agric Food Chem.

[12] Liu S, Liu Y, He F, Zhang H, Li X, Tan H (2019). Enantioselective olfactory effects of the neonicotinoid Dinotefuran on honey bees (Apis mellifera L.). J Agric Food Chem.

[13] Matsumoto T (2013). Reduction in homing flights in the honey bee Apis mellifera after a sublethal dose of neonicotinoid insecticides. Bull Insectol.

[14] Fatica A, Bozzoni I (2014). Long non-coding RNAs: new players in cell differentiation and development. Nat Rev Genet.

[15] Fernandes J, Acuña S, Aoki J, Floeter-Winter L, Muxel S. Long Non-Coding RNAs in the Regulation of Gene Expression: Physiology and Disease. Non-Coding RNA. 2019;5(1):17. 10.3390/ncrna5010017.10.3390/ncrna5010017PMC646892230781588

[16] Hadjicharalambous MR, Lindsay MA (2019). Long non-coding RNAs and the innate immune response. Non-Coding RNA.

[17] Honson DD, Macfarlan TS (2018). A lncRNA-like role for LINE1s in development. Dev Cell.

[18] Tadano H, Yamazaki Y, Takeuchi H, Kubo T (2009). Age- and division-of-labour-dependent differential expression of a novel non-coding RNA, Nb-1, in the brain of worker honeybees, Apis mellifera L. Insect Mol Biol.

[19] Humann FC, Tiberio GJ, Hartfelder K (2013). Sequence and expression characteristics of long noncoding RNAs in honey bee caste development – potential novel regulators for transgressive ovary size. PLoS One.

[20] Jayakodi M, Jung JW, Park D, Ahn Y-J, Lee S-C, Shin S-Y, Shin C, Yang T-J, Kwon HW (2015). Genome-wide characterization of long intergenic non-coding RNAs (lincRNAs) provides new insight into viral diseases in honey bees Apis cerana and Apis mellifera. BMC Genomics.

[21] Chen D, Chen H, Du Y, Zhou D, Geng S, Wang H, Wan J, Xiong C, Zheng Y, Guo R (2019). Genome-wide identification of long non-coding RNAs and their regulatory networks involved in Apis mellifera ligustica response to Nosema ceranae infection. Insects.

[22] Guo R, Chen D, Xiong C, Hou C, Zheng Y, Fu Z, Diao Q, Zhang L, Wang H, Hou Z, Li W, Kumar D, Liang Q (2018). Identification of long non-coding RNAs in the chalkbrood disease pathogen Ascospheara apis. J Invertebr Pathol.

[23] Satyavathi V, Ghosh R, Subramanian S (2017). Long non-coding RNAs regulating immunity in insects. Non-Coding RNA.

[24] Shen Y, Mao H, Huang M, Chen L, Chen J, Cai Z, Wang Y, Xu N (2016). Long noncoding RNA and mRNA expression profiles in the thyroid gland of two phenotypically extreme pig breeds using Ribo-zero RNA sequencing. Genes.

[25] Liu F, Shi T, Qi L, Su X, Wang D, Dong J, Huang ZY: lncRNA profile of Apis mellifera and its possible role in behavioural transition from nurses to foragers. BMC Genomics 2019, 20(1):393, DOI: 10.1186/s12864-019-5664-7.10.1186/s12864-019-5664-7PMC652824031113365

[26] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[27] Li Z, Li M, He J, Zhao X, Chaimanee V, Huang W, Nie H, Zhao Y, Su S (2017). Differential physiological effects of neonicotinoid insecticides on honey bees: a comparison between Apis mellifera and Apis cerana. Pestic Biochem Physiol.

[28] Shu X, Shu S, Cheng H (2019). A novel lncRNA-mediated trans-regulatory mechanism in the development of cleft palate in mouse. Mol Genet Genomic Med.

[29] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[30] Kopp F, Mendell JT (2018). Functional classification and experimental dissection of long noncoding RNAs. Cell.

[31] Collins DH, Wirén A, Labédan M, Smith M, Prince DC, Mohorianu I, Dalmay T, Bourke AFG (2021). Gene expression during larval caste determination and differentiation in intermediately eusocial bumblebees, and a comparative analysis with advanced eusocial honeybees. Mol Ecol.

[32] Chen X, Ma C, Chen C, Lu Q, Shi W, Liu Z, Wang H, Guo H (2017). Integration of lncRNA-miRNA-mRNA reveals novel insights into oviposition regulation in honey bees. PeerJ.

[33] Chen X, Shi W (2020). Genome-wide characterization of coding and non-coding RNAs in the ovary of honeybee workers and queens. Apidologie.

[34] Lin Z, Liu Y, Chen X, Han C, Wang W, Ke Y, Su X, Li Y, Chen H, Xu H, Chen G, Ji T (2020). Genome-wide identification of long non-coding RNAs in the gravid Ectoparasite Varroa destructor. Front Genet.

[35] Schmitzová J, Klaudiny J, Albert S, Schröder W, Schreckengost W, Hanes J, Júdová J, Simúth J (1998). A family of major royal jelly proteins of the honeybee Apis mellifera L. Cell Mol Life Sci.

[36] Kucharski R, Maleszka R, Hayward DC, Ball EE (1998). A royal jelly protein is expressed in a subset of Kenyon cells in the mushroom bodies of the honey bee brain. Naturwissenschaften.

[37] Whitfield CW, Band MR, Bonaldo MF, Kumar CG, Liu L, Pardinas JR, Robertson HM, Soares MB, Robinson GE (2002). Annotated expressed sequence tags and cDNA microarrays for studies of brain and behavior in the honey bee. Genome Res.

[38] Peixoto LG, Calábria LK, Garcia L, Capparelli FE, Goulart LR, de Sousa MV, Espindola FS (2009). Identification of major royal jelly proteins in the brain of the honeybee Apis mellifera. J Insect Physiol.

[39] Zhang X, Hu H, Han B, Wei Q, Meng L, Wu F, Fang Y, Feng M, Ma C, Rueppell O, Li J (2020). The Neuroproteomic basis of enhanced perception and processing of brood signals that trigger increased reproductive Investment in Honeybee (Apis mellifera) workers. Mol Cell Proteomics.

[40] Rosmilah M, Shahnaz M, Patel G, Lock J, Rahman D, Masita A, Noormalin A (2008). Characterization of major allergens of royal jelly Apis mellifera. Trop Biomed.

[41] Hojo M, Kagami T, Sasaki T, Nakamura J, Sasaki M (2010). Reduced expression of major royal jelly protein 1 gene in the mushroom bodies of worker honeybees with reduced learning ability. Apidologie.

[42] Williamson SM, Willis SJ, Wright GA (2014). Exposure to neonicotinoids influences the motor function of adult worker honeybees. Ecotoxicology.

[43] Alkassab AT, Kirchner WH (2017). Sublethal exposure to neonicotinoids and related side effects on insect pollinators: honeybees, bumblebees, and solitary bees. J Plant Dis Prot.

[44] Richard F-J, Holt HL, Grozinger CM (2012). Effects of immunostimulation on social behavior, chemical communication and genome-wide gene expression in honey bee workers (Apis mellifera). BMC Genomics.

[45] López-Uribe MM, Fitzgerald A, Simone-Finstrom M (2017). Inducible versus constitutive social immunity: examining effects of colony infection on glucose oxidase and defensin-1 production in honeybees. R Soc Open Sci.

[46] Shi TF, Wang YF, Liu F, Qi L, Yu LS. Influence of the Neonicotinoid Insecticide Thiamethoxam on miRNA Expression in the Honey Bee (Hymenoptera: Apidae). J Insect Sci. 2017;17(5):96. 10.1093/jisesa/iex074.10.1093/jisesa/iex074PMC720664629117371

[47] Morfin N, Goodwin PH, Guzman-Novoa E (2020). Interaction of field realistic doses of clothianidin and Varroa destructor parasitism on adult honey bee (*Apis mellifera* L.) health and neural gene expression, and antagonistic effects on differentially expressed genes. PLoS One.

[48] Erban T, Sopko B, Kadlikova K, Talacko P, Harant K (2019). Varroa destructor parasitism has a greater effect on proteome changes than the deformed wing virus and activates TGF-β signaling pathways. Sci Rep.

[49] Ozakman Y, Eleftherianos I. TGF-β Signaling Interferes With the Drosophila Innate Immune and Metabolic Response to Parasitic Nematode Infection. Front Physiol. 2019;10:716. 10.3389/fphys.2019.00716.10.3389/fphys.2019.00716PMC661140331316388

[50] Kamakura M (2011). Royalactin induces queen differentiation in honeybees. Nature.

[51] Scholl C, Wang Y, Krischke M, Mueller MJ, Amdam GV, Rössler W (2014). Light exposure leads to reorganization of microglomeruli in the mushroom bodies and influences juvenile hormone levels in the honeybee. Dev Neurobiol.

[52] Fahrbach SE, Robinson GE (1996). Juvenile hormone, behavioral maturation, and brain structure in the honey bee. Dev Neurosci.

[53] Brutscher LM, Daughenbaugh KF, Flenniken ML (2015). Antiviral defense mechanisms in honey bees. Curr Opin Insect Sci.

[54] Ganeshan K, Chawla A (2014). Metabolic regulation of immune responses. Annu Rev Immunol.

[55] Creamer KM, Lawrence JB. XIST RNA: a window into the broader role of RNA in nuclear chromosome architecture. Philos Trans R Soc Lond Ser B Biol Sci. 2017;372(1733):20160360. 10.1098/rstb.2016.0360.10.1098/rstb.2016.0360PMC562716228947659

[56] Hall LL, Carone DM, Gomez AV, Kolpa HJ, Byron M, Mehta N, Fackelmayer FO, Lawrence JB (2014). Stable C0T-1 repeat RNA is abundant and is associated with euchromatic interphase chromosomes. Cell.

[57] Azofeifa JG, Allen MA, Hendrix JR, Read T, Rubin JD, Dowell RD (2018). Enhancer RNA profiling predicts transcription factor activity. Genome Res.

[58] Espinoza CA, Allen TA, Hieb AR, Kugel JF, Goodrich JA (2004). B2 RNA binds directly to RNA polymerase II to repress transcript synthesis. Nat Struct Mol Biol.

[59] Zhang B, Gunawardane L, Niazi F, Jahanbani F, Chen X, Valadkhan S (2014). A novel RNA motif mediates the strict nuclear localization of a long noncoding RNA. Mol Cell Biol.

[60] Rashid F, Shah A, Shan G (2016). Long non-coding RNAs in the cytoplasm. Genomics Proteomics Bioinformatics.

[61] Das S, Zhang E, Senapati P, Amaram V, Reddy MA, Stapleton K, Leung A, Lanting L, Wang M, Chen Z, Kato M, Oh HJ, Guo Q, Zhang X, Zhang B, Zhang H, Zhao Q, Wang W, Wu Y, Natarajan R (2018). A novel angiotensin II–induced long noncoding RNA giver regulates oxidative stress, inflammation, and proliferation in vascular smooth muscle cells. Circul Res.

[62] Du L, Liu Q, Shen F, Fan Z, Hou R, Yue B, Zhang X (2019). Transcriptome analysis reveals immune-related gene expression changes with age in giant panda (Ailuropoda melanoleuca) blood. Aging.

[63] Noh JH, Kim KM, McClusky WG, Abdelmohsen K, Gorospe M (2018). Cytoplasmic functions of long noncoding RNAs. WIREs RNA.

[64] Yu W, Huang M, Chen J, Wu S, Zheng K, Zeng S, Zhang K, Hu D (2017). Risk assessment and monitoring of dinotefuran and its metabolites for Chinese consumption of apples. Environ Monit Assess.

[65] Chen Z, Dong F, Li S, Zheng Z, Xu Y, Xu J, Liu X, Zheng Y (2015). Response surface methodology for the enantioseparation of dinotefuran and its chiral metabolite in bee products and environmental samples by supercritical fluid chromatography/tandem mass spectrometry. J Chromatogr.

[66] Chen M, Collins EM, Tao L, Lu C (2013). Simultaneous determination of residues in pollen and high-fructose corn syrup from eight neonicotinoid insecticides by liquid chromatography-tandem mass spectrometry. Anal Bioanal Chem.

[67] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat Methods.

[68] Pertea M, Pertea GM, Antonescu CM, Chang TC, Mendell JT, Salzberg SL (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotechnol.

[69] Ghosh S, Chan CKK (2016). Analysis of RNA-Seq data using TopHat and cufflinks.

[70] Young MD, Wakefield MJ, Smyth GK, Oshlack A (2010). Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol.

[71] Mao X, Tao C, John GO, Wei L (2005). Automated genome annotation and pathway identification using the KEGG Orthology (KO) as a controlled vocabulary. Bioinformatics.

[72] Maciejewski H (2014). Gene set analysis methods: statistical models and methodological differences. Brief Bioinform.

# Supplementary material for: Identification of long noncoding RNAs reveals the effects of dinotefuran on the brain in Apis mellifera (Hymenopptera: Apidae)
**Source:** BMC Genomics. 2021 Jul 3;22:502. doi: 10.1186/s12864-021-07811-y
**Supplement:** Supplementary file 1 — Additional file 1.

# Additional file 1

**Table A1. Summary of the sequencing reads alignment to the reference genome.**

| Sample   | Raw_reads | Clean_reads | Total mapped % | Uniquely mapped % | exonic % | intronic % | intergenic % |
|----------|-----------|-------------|----------------|-------------------|----------|------------|--------------|
| DT_1d-1  | 107967992 | 106681222   | 93.80          | 78.16             | 81.84    | 2.37       | 15.78        |
| DT_1d-2  | 95760456  | 94881472    | 82.35          | 68.73             | 80.81    | 2.64       | 16.54        |
| DT_1d-3  | 105161302 | 104004152   | 91.28          | 78.74             | 82.15    | 2.47       | 15.38        |
| C_1d-1   | 99765664  | 98205024    | 90.94          | 77.95             | 71.74    | 4.53       | 23.73        |
| C_1d-2   | 105057000 | 103760336   | 92.95          | 76.61             | 81.15    | 2.99       | 15.86        |
| C_1d-3   | 107693088 | 106363202   | 92.30          | 79.04             | 82.92    | 2.76       | 14.31        |
| DT_5d-1  | 106591856 | 104883100   | 97.18          | 90.98             | 84.16    | 3.32       | 12.52        |
| DT_5d-2  | 104737056 | 103675432   | 91.02          | 71.82             | 79.41    | 3.25       | 17.34        |
| DT_5d-3  | 106869016 | 105314422   | 88.43          | 70.48             | 81.82    | 3.44       | 14.74        |
| C_5d-1   | 107594942 | 106295126   | 89.46          | 70.52             | 80.93    | 3.49       | 15.59        |
| C_5d-2   | 107020686 | 105552092   | 88.66          | 67.29             | 82.55    | 3.36       | 14.10        |
| C_5d-3   | 107293392 | 106200160   | 90.26          | 79.21             | 75.60    | 6.54       | 17.87        |
| DT_10d-1 | 104524568 | 103142264   | 91.46          | 76.62             | 78.24    | 5.34       | 16.41        |
| DT_10d-2 | 104165766 | 102888672   | 89.90          | 72.44             | 76.94    | 5.34       | 17.73        |
| DT_10d-3 | 106231976 | 104889892   | 83.80          | 68.03             | 76.40    | 5.94       | 17.66        |
| C_10d-1  | 106671238 | 105113584   | 93.76          | 72.75             | 76.75    | 3.98       | 19.27        |
| C_10d-2  | 104960982 | 103509828   | 89.67          | 67.92             | 79.72    | 3.23       | 17.05        |
| C_10d-3  | 104122160 | 102903206   | 85.15          | 69.80             | 80.81    | 5.32       | 13.86        |

# Supplementary material for: Identification of long noncoding RNAs reveals the effects of dinotefuran on the brain in Apis mellifera (Hymenopptera: Apidae)
**Source:** BMC Genomics. 2021 Jul 3;22:502. doi: 10.1186/s12864-021-07811-y
**Supplement:** Supplementary file 2 — Additional file 2.

Additional file 2

Table A2. The most abundant known mRNA transcripts in the dinotefuran-treated and control honeybees at different ages

# Supplementary material for: Identification of long noncoding RNAs reveals the effects of dinotefuran on the brain in Apis mellifera (Hymenopptera: Apidae)
**Source:** BMC Genomics. 2021 Jul 3;22:502. doi: 10.1186/s12864-021-07811-y
**Supplement:** Supplementary file 4 — Additional file 4.

Additional file 4

**Table A3. The most abundant lncRNA transcripts in the dinotefuran-treated and control honeybees at different ages.**

# Supplementary material for: Identification of long noncoding RNAs reveals the effects of dinotefuran on the brain in Apis mellifera (Hymenopptera: Apidae)
**Source:** BMC Genomics. 2021 Jul 3;22:502. doi: 10.1186/s12864-021-07811-y
**Supplement:** Supplementary file 5 — Additional file 5.

Additional file 5

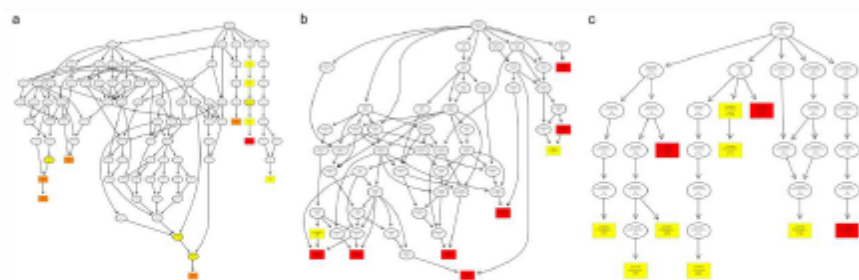

**Figure A2.** GO categorization of target genes in *cis* regulation of the DE lncRNAs identified in DT\_5d vs. C\_5d. (a) Biological processes; (b) cellular components; and (c) molecular Functions. The most significant enrichment is indicated by red, followed by yellow. Rectangles represent the top 10 GO terms of enrichment, and circles represent other GO terms.

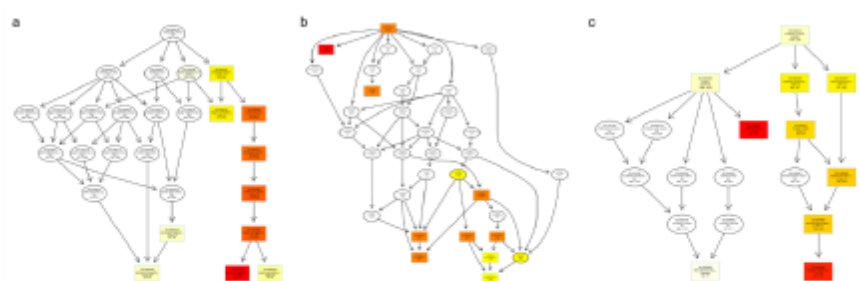

**Figure A3.** GO categorization of target genes in *cis* regulation of the DE lncRNAs identified in DT\_10d vs. C\_10d. (a) Biological processes; (b) cellular components; and (c) molecular Functions. The most significant enrichment is indicated by red, followed by yellow. Rectangles represent the top 10 GO terms of enrichment, and circles represent other GO terms.

# Supplementary material for: Identification of long noncoding RNAs reveals the effects of dinotefuran on the brain in Apis mellifera (Hymenopptera: Apidae)
**Source:** BMC Genomics. 2021 Jul 3;22:502. doi: 10.1186/s12864-021-07811-y
**Supplement:** Supplementary file 6 — Additional file 6.

# Additional file 6

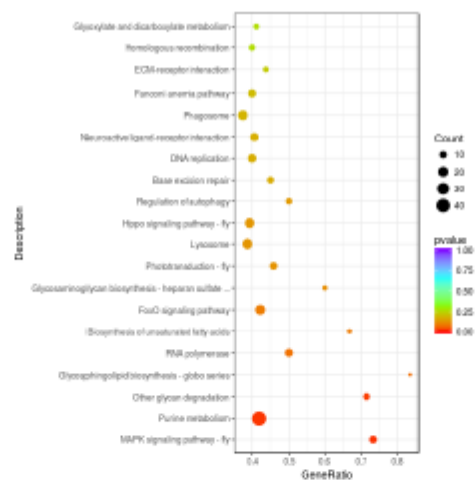

**Figure A4. KEGG pathway enrichment analysis of the target genes in *cis* regulation of DE lncRNAs identified in DT\_5d vs. C\_5d.**

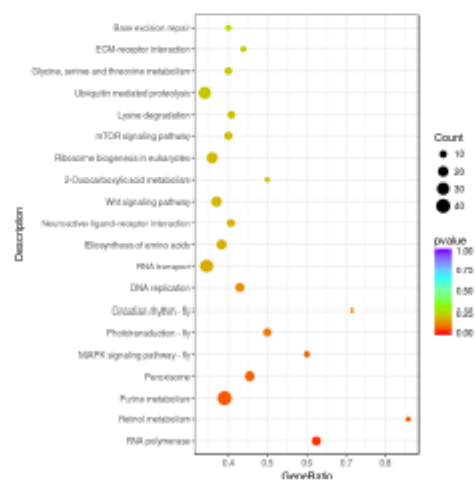

**Figure A5. KEGG pathway enrichment analysis of the target genes in *cis* regulation of DE lncRNAs identified in DT\_10d vs. C\_10d.**

# Supplementary material for: Identification of long noncoding RNAs reveals the effects of dinotefuran on the brain in Apis mellifera (Hymenopptera: Apidae)
**Source:** BMC Genomics. 2021 Jul 3;22:502. doi: 10.1186/s12864-021-07811-y
**Supplement:** Supplementary file 7 — Additional file 7.

Additional file 7

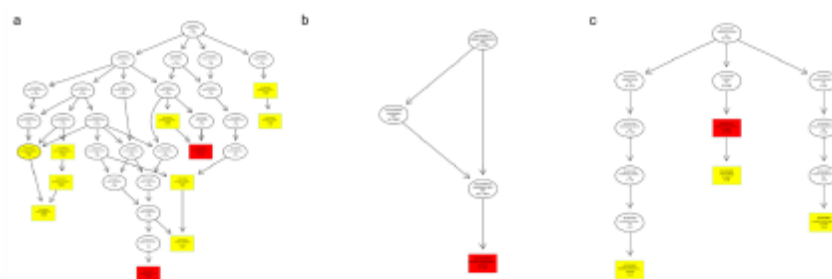

**Figure A6.** GO categorization of target genes in *trans* regulation of the DE lncRNAs identified in DT\_1d vs. C\_1d. (a) Biological processes; (b) cellular components; and (c) molecular Functions. The most significant enrichment is indicated by red, followed by yellow. Rectangles represent the top 10 GO terms of enrichment, and circles represent other GO terms.

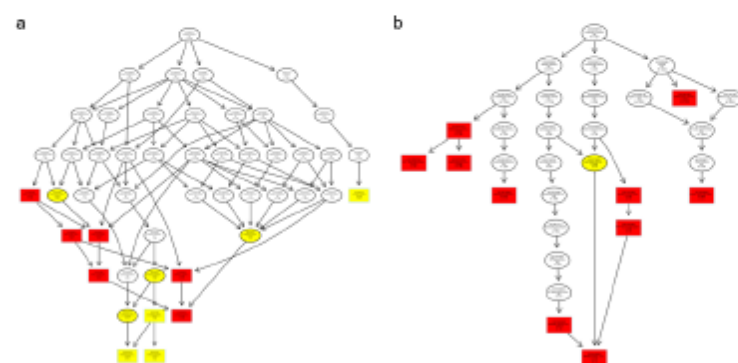

**Figure A7.** GO categorization of target genes in *trans* regulation of the DE lncRNAs identified in DT\_5d vs. C\_5d. (a) Biological processes; and (b) molecular Functions. The most significant enrichment is indicated by red, followed by yellow. Rectangles represent the top 10 GO terms of enrichment, and circles represent other GO terms.

# Supplementary material for: Identification of long noncoding RNAs reveals the effects of dinotefuran on the brain in Apis mellifera (Hymenopptera: Apidae)
**Source:** BMC Genomics. 2021 Jul 3;22:502. doi: 10.1186/s12864-021-07811-y
**Supplement:** Supplementary file 8 — Additional file 8.

# Additional file 8

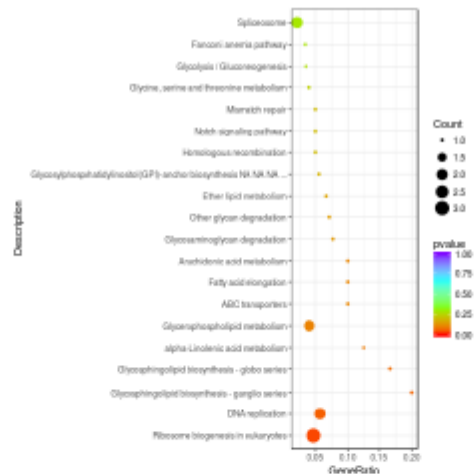

**Figure A9.** KEGG pathway enrichment analysis of the target genes in *trans* regulation of DE lncRNAs identified in DT\_1d vs. C\_1d.

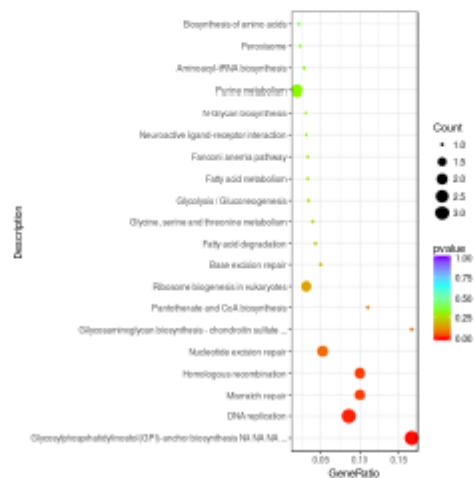

**Figure A10.** KEGG pathway enrichment analysis of the target genes in *trans* regulation of DE lncRNAs identified in DT\_5d vs. C\_5d.

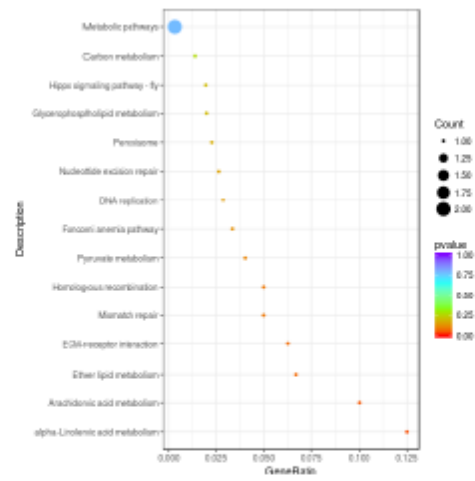

**Figure A11. KEGG pathway enrichment analysis of the target genes in trans regulation of DE lncRNAs identified in DT\_10d vs. C\_10d.**

# Supplementary material for: Identification of long noncoding RNAs reveals the effects of dinotefuran on the brain in Apis mellifera (Hymenopptera: Apidae)
**Source:** BMC Genomics. 2021 Jul 3;22:502. doi: 10.1186/s12864-021-07811-y
**Supplement:** Supplementary file 10 — Additional file 10.

Additional file 10

Table A5. The putative target mRNAs of the lncRNA TCONS\_00086519.

| mRNA_Gene_ID | mRNA_Gene_Symbol | Pearson_correlation | Pvalue   |
|--------------|------------------|---------------------|----------|
| 113219358    | LOC113219358     | 0.951245746         | 1.38E-09 |
| 113218767    | LOC113218767     | 0.993222192         | 2.19E-16 |
| 100578576    | LOC100578576     | 0.955166335         | 7.13E-10 |
| 107964769    | LOC107964769     | 0.993222192         | 2.19E-16 |

How the deposited data were processed for this re-analysis (not part of the article)

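The data are RNA-seq values of honey bee brains from 6 groups, controls (C) and bees fed dinotefuran at 0.01 mg/L (DT) at 1, 5 and 10 d, with 3 libraries each. The grouping was taken from the sample labels. The authors aligned the reads to Amel_HAv3.1 with Hisat2, assembled transcripts with StringTie, merged them with Cuffmerge, compared them with the annotation with Cuffcompare and computed the deposited FPKM values with Cuffdiff. The option used for normalization between libraries and the versions of Hisat2 and StringTie were looked for in the paper's text and its Additional files and were not found there. The deposited values are 1 FPKM per transcript and library, for 24419 mRNA and 6760 lncRNA transcripts. The mRNA transcripts of a gene all carry the value of the gene, so 9939 genes were analysed in place of mRNA transcripts, and alternatives that need separate values of mRNA transcripts were not run. The lncRNA values of DT_1d replicate 1, which equal those of DT_10d replicate 1, were left out, so every result for lncRNAs uses 17 libraries, 2 of them in DT_1d.

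The paper's Additional file 1 gives between 95.8 and 108 M raw reads and between 94.9 and 107 M clean reads per library, of which 82.35% to 97.18% were mapped. Whether low FPKM values fall on whole-read steps was checked for 153 pairs of libraries, with at least 358 genes under FPKM 0.2 per pair. At most 2.68% of these genes shared 1 ratio (median 1.03%), so read counts were not recovered from the values, and the precision is given as the SD between libraries. An FPKM of 0 is reported as listed at 0, with no fold change against it.

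Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with lmFit on the 6 group means and eBayes with a trend (prior degrees of freedom 6.755), for genes and lncRNA transcripts with FPKM of at least 0.1 in at least 3 libraries. The same fit gave DT against C at each age, DT_10d against DT_1d, C_10d against C_1d and the interaction of treatment and age, and a fit with age as a factor gave DT against C over all ages. The threshold was a Benjamini-Hochberg adjusted p under 0.05 over both classes together and a log2 fold change beyond 1 in size. All adjusted p of single transcripts and of groups of genes come from limma. The procedure was tested on simulated data, 13609 transcripts of which 200 were changed by a log2 value of 2. It called 124 of them (62%), with a median estimate of 2.00 for the raised and -1.92 for the lowered ones, and 9 unchanged ones at the same age, while 1 transcript was called at an age where none was changed. Each simulated transcript was drawn independently, so the simulation holds no factor common to the genes of a library.

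Correlations were computed over the 17 libraries with 100000 permutations (seed 20212) as Pearson's r and Spearman's rho and adjusted with the Benjamini-Hochberg method. Single transcripts were also compared by an exact permutation test of 3 libraries against 3, where p is at least 0.1. Neighbours of lncRNAs were taken within 100 kb from the positions of the genes under which they are listed, and lncRNAs under assembled loci have no position here. Other splits of the libraries were all counted for 6 libraries, and 100 of 256 were drawn (seed 20211) for comparisons over all ages. Summaries were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

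The transcripts named are those that the paper names in its text, figures or Additional files 2, 4 and 10, and for each age and class the 2 with the largest increase and the 2 with the largest decrease among those past the threshold whose DT and C libraries do not overlap and whose higher group mean is at least FPKM 1. Also named are the genes among the 10 most abundant of all 6 groups, the Mrjp genes and the gland markers. So are the genes under which named lncRNA transcripts are listed. Where any other transcript is named, the text says that it was chosen after its values were seen. The replicate numbers 1 to 3 come from the sample labels, and the paper does not describe a pairing of DT and C libraries with the same number, so the model holds no term for them.

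The alternatives were a pseudocount of 1 or 0.01, no filter, a filter on the mean FPKM, median-ratio scaling from 9119 genes above 0 in every library, quantile normalization, an unadjusted p, no threshold on the fold change, adjustment within each class, the replicate number as a block, limma without the trend, the 6 libraries of a comparison alone, sums of the lncRNA transcripts of a gene, other criteria for detection, other scales for correlations, and each library left out in turn. Chosen after seeing the data were the lncRNA values of DT_1d replicate 1 as deposited, mRNA transcripts counted as listed, leaving out libraries outside a comparison, the alternatives of the comparisons between ages and of the interaction, and transcripts found in 1 group only summed over the ages. For named transcripts, the filter on the mean FPKM, no filter, adjustment within each class and limma without the trend were not set beforehand. Nor were sums of lncRNA transcripts for the count over all ages. Where 18 libraries were to be used, 17 were used for every correlation, trans pair and mean over libraries that involves lncRNAs, and detection in all libraries of a group uses 2 for DT_1d lncRNAs. GO and KEGG enrichment, GSEA scores, transcript length, exon number and open reading frames, in situ hybridization and qPCR were not analysed here.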

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

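The tests that weigh the results in this part were all chosen only after the results were seen.

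The effect of dinotefuran differed between ages, by the F-test of the interaction of treatment and age in limma, for 16 of 13730 tested transcripts, 7 genes and 9 lncRNA transcripts, and 3818 passed at an unadjusted p under 0.05. The result is listed here because it tests the difference between the ages itself. In the contrast of 5 d with 1 d, 0 transcripts were past the threshold (338 at an unadjusted p under 0.05). In that of 10 d with 1 d, 17 were, 14 with a higher and 3 with a lower effect at 10 d (3777 unadjusted), and in that of 10 d with 5 d, 8 were, all 8 higher at 10 d (4576 unadjusted). These directions were less one-sided with scaling. Median-ratio scaling gave 18 higher and 19 lower for 10 d with 1 d and 8 and 4 for 10 d with 5 d, and quantile normalization 22 and 16, and 13 and 6, with 2 transcripts for 5 d with 1 d. When DT and C were exchanged within same-numbered libraries of an age, 7 of 100 splits, drawn from 256 and with the real one included, gave at least 16 transcripts, and the highest number was 2462. The level of most genes, which differs between libraries, was weighed by scaling. The number was 28 after median-ratio scaling and 33 after quantile normalization, so that level does not fully explain it, although the unadjusted number for 10 d with 1 d fell to 864 with scaling. Leaving out 1 library gave from 3 (without DT_10d replicate 3) to 76 (without C_1d replicate 1). An effect of dinotefuran that changes with age or with the length of exposure may be part of the result as a hypothesis. The exchanges can turn a treatment difference shared by the ages into an interaction. The 7 of 100 splits therefore do not decide on chance, and the number of 16 is not shown to exceed it.

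DT_10d differed from DT_1d in 7461 transcripts past the threshold, 7197 of them higher and 264 lower in DT_10d. The paper reports this comparison for single lncRNAs by qPCR only, and the result is listed because the signal lies in transcripts outside those. The tested genes rose by a median log2 value of 1.20, and after median-ratio scaling, which brought the median to 0.02, 1934 transcripts were past the threshold, 496 genes higher and 826 lower and 492 lncRNA transcripts higher and 120 lower. After quantile normalization 1495 were, 479 genes higher and 610 lower and 206 lncRNA transcripts higher and 200 lower. The level of most genes may thus account for a large part of the number and does not fully explain it. The median change of genes is set near 0 by the scaling itself. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real one, gave as many transcripts and the others gave 0. The other 6 of the 10 splits part only 1 such pair, and the highest number among them was 2. With 4 splits the share cannot be under 0.05, so the number cannot be told apart from chance by this test. Age and length of exposure are the biological explanations that the design gives, and they cannot be parted from each other within DT.

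C_10d differed from C_1d in 70 transcripts, 11 higher and 59 lower in C_10d, and 827 passed at an unadjusted p under 0.05, 549 higher and 278 lower. The median log2 change of all tested genes was 0.24. The paper does not report this comparison, which is why it is listed. Median-ratio scaling gave 131, 35 higher and 96 lower, and quantile normalization 148, 51 higher and 97 lower, so the level of most genes does not fully explain it. Of the 4 splits that part every same-numbered pair, 1, the real one, gave as many and the highest of the others gave 1. A split among the other 6, with C_1d replicate 1 and C_10d replicates 1 and 3 on one side, gave 2937. Without C_1d replicate 1 the number was 1744, and without C_1d replicate 2 or 3 it was 17, so the number depends on which 1-d control is used. It cannot be told apart from chance with 4 splits. Age is the biological explanation that the design gives. The numbers 7461 and 70 do not by themselves show that the change with age differs between DT and C. In the contrast that tests this, the 17 transcripts given for 10 d with 1 d were past the threshold. GC content, reads shared between paralogs and reads from another organism were not tested for any result in this part, since they need the reads, and neither the labels nor the paper give a batch of libraries.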

How the results depend on the processing

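Most alternatives in this part were set before the data were examined. The exceptions, chosen after seeing the data, were the lncRNA values of DT_1d replicate 1 as deposited, mRNA transcripts counted as listed, leaving out libraries outside a comparison, all alternatives of the interaction and of the comparisons between ages, and transcripts of 1 group only summed over the ages. For named transcripts, a mean FPKM of at least 1, no filter, adjustment within each class and limma without the trend were not set beforehand either. Nor were sums of the lncRNA transcripts of a gene for the count over all ages. A count is called changed when it is more than 1.5 times the reported one or the reported one is more than 1.5 times it. As reported, DE genes at 1, 5 and 10 d numbered 0 (936 at an unadjusted p under 0.05), 23 and 32, DE lncRNA transcripts 2, 3 and 40, DE transcripts over all ages 0 (205 unadjusted), transcripts with an interaction 16, DE transcripts of DT_10d against DT_1d 7461 and of C_10d against C_1d 70. None of these 10 counts changed without the threshold on the fold change. The count of 7461 changed under 4 alternatives, and that of 0 genes at 1 d stayed at 0 under 12 alternatives, with between 69 and 1260 genes at an unadjusted p under 0.05, or 3240 mRNA transcripts when these were counted as listed. For every changed result below, the cause was not tested, unless it is given.

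Median-ratio scaling gave 1 gene and 7 lncRNA transcripts at 1 d, 44 and 42 at 5 d, 58 genes at 10 d, 17 transcripts over all ages, 28 with an interaction, 1934 for DT_10d against DT_1d and 131 for C_10d against C_1d. Quantile normalization gave 6 and 22 lncRNA transcripts at 1 and 5 d, 73 genes at 10 d, 15 over all ages, 33 with an interaction, 1495 and 148 between ages. The share of genes lower in DT by signal-to-noise ratio went from 94.4%, 92.5% and 19.8% at 1, 5 and 10 d to 53.3%, 49.9% and 51.4% with scaling, which reversed the last 2. Scaling sets the median change of genes near 0 by construction. It also reversed LOC100578939 (0.60; 0.63 with quantile normalization), LOC727324 (0.72 and 0.78) and Def1 (0.0256) at 5 d, and quantile normalization reversed LOC113219351 at 10 d (0.41). With scaling, the 3 reversals at 5 d follow from the factors of the libraries. Their mean log2 value was lower in DT_5d than in C_5d, with a difference of -0.77, which scaling takes from the change of every gene and which is larger in size than the 3 changes of -0.14, -0.03 and -0.75. For quantile normalization the cause was not tested.

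Without a filter on low values, 1 gene and 6 lncRNA transcripts were DE at 1 d, 12 genes at 5 d, 75 lncRNA transcripts at 10 d and 44 transcripts between C_10d and C_1d. With a mean FPKM of at least 1 the numbers were 0 lncRNA transcripts at 1 d (37 unadjusted), 1482 genes and 55 lncRNA transcripts at 5 d, 21 and 9 at 10 d, 26 over all ages and 10 with an interaction. A pseudocount of 1 gave 1 lncRNA transcript at 1 d, 9 genes and 0 lncRNA transcripts (58 unadjusted) at 5 d, 23 lncRNA transcripts at 10 d and 4393 for DT_10d against DT_1d. A pseudocount of 0.01 gave 12 genes and 7 lncRNA transcripts at 10 d and 9 with an interaction.

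With an unadjusted p under 0.05 in place of the adjusted one, 936, 2174 and 272 genes and 260, 470 and 568 lncRNA transcripts passed at 1, 5 and 10 d, 205 transcripts over all ages, 3818 for the interaction and 827 for C_10d against C_1d. Adjustment within each class gave 4 lncRNA transcripts at 1 d, 979 genes at 5 d, and 18 genes and 113 lncRNA transcripts at 10 d. Without the trend, limma gave 4 genes at 5 d and 66 lncRNA transcripts at 10 d. Fitting only the 6 libraries of a comparison gave 9 lncRNA transcripts at 5 d and 69 genes at 10 d. Sums of the lncRNA transcripts of a gene gave 0 at 1 d (185 unadjusted), 0 at 5 d (338 unadjusted), 25 at 10 d and 13 transcripts over all ages. Chosen after seeing the data, the lncRNA values of DT_1d replicate 1 as deposited gave 1 lncRNA transcript at 1 d and 1 at 5 d, 14 genes and 5 lncRNA transcripts at 10 d and 4 with an interaction, and mRNA transcripts counted as listed gave 5877 of these and 239 lncRNA transcripts at 5 d, 60 mRNA transcripts at 10 d, 41 over all ages, 46 with an interaction and 18862 for DT_10d against DT_1d.

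DT and C libraries of an age share the replicate numbers 1 to 3, and the mean correlation of the 9 same-numbered pairs, on the deviations from the group means, was 0.0386 against -0.0194 for the 18 other pairs, with 4 of the 9 positive. By age it was -0.0272 at 1 d, 0.132 at 5 d and 0.0115 at 10 d. With the replicate block by number over all ages, 1150 genes and 112 lncRNA transcripts were DE at 5 d. With the replicate block within each age, 0 lncRNA transcripts were at 1 d (196 unadjusted), 7 genes and 6 lncRNA transcripts at 5 d, 21 genes at 10 d, 4 transcripts over all ages and 5 with an interaction.

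Leaving out 1 library in turn, those outside the comparison included, gave 0 to 1 genes and 0 to 2 lncRNA transcripts at 1 d, 3 to 2298 and 0 to 330 at 5 d, 4 to 91 and 5 to 103 at 10 d, 0 to 30 transcripts over all ages, 3 to 76 with an interaction, 6552 to 7680 for DT_10d against DT_1d and 17 to 1744 for C_10d against C_1d. At 5 d the highest number of genes came without C_5d replicate 2, and without C_1d replicate 1, which is not in that comparison, it was 2117. The counts of the interaction, of DT_10d against DT_1d and of lncRNA transcripts at 1 d without DT_1d replicate 2 or 3 were not run, since 1 library would remain for lncRNAs. The share lower in DT at 10 d ranged from 15.0% to 36.1%, and the share of lncRNA transcripts under FPKM 1 in DT_1d from 95.7% to 96.0%. The log2 fold change of LOC100578939 at 5 d ranged from -0.26 to 0.0802 and that of LOC727324 from -0.23 to 0.25.

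Of the detection results, FPKM above 0 in all 3 libraries of a group gave 71 genes found in DT only and 79 in C only and 569 lncRNA transcripts found in DT only and 320 in C only, and FPKM of at least 0.1 in at least 1 library gave 82, 60, 496 and 523 for genes and lncRNA transcripts in DT only and C only. Transcripts of 1 group only, summed over the ages, gave 17 and 19 genes and 183 lncRNA transcripts in C, and mRNA transcripts counted as listed gave 24369 detected. Leaving out 1 library gave 208 to 299 lncRNA transcripts in DT only and 252 to 360 in C only. The share of lncRNA transcripts under FPKM 1 by the highest library was 89.6%, 94.9%, 88.0%, 92.6%, 89.0% and 85.5% in C_1d, DT_1d, C_5d, DT_5d, C_10d and DT_10d, and 93.0% by the mean over all libraries, a change for DT_1d, DT_5d and DT_10d. The median FPKM of lncRNA transcripts was 0.139 among values above 0. The lists of the 10 most abundant transcripts kept 8 to 10 of the 10 in the 47 values computed under alternatives. Quantile normalization gives TCONS_00024915, the highest lncRNA of every library, one value in all, so it gave no value for its change.

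Correlations of TCONS_00086519 on the log2 scale were 0.592 with LOC113219358, 0.657 with LOC113218767, 0.805 with LOC100578576 and 0.657 with LOC107964769. On the deviations from the group means it was 0.942 with LOC113219358, and with the lncRNA values of DT_1d replicate 1 as deposited 0.943 with LOC113219358 and 0.950 with LOC100578576. Without the 2 farthest libraries it was 0.311 with LOC113219358 and gave no value for the other 3 genes, since a constant was left. Pairs at the trans threshold numbered 72535 on the deviations and 21898 with a mean FPKM of at least 1, and the genes paired with DE lncRNAs 3 on the log2 scale, 5 on the deviations and 5 with a mean FPKM of at least 1. Within 10 kb, 139 genes lay near DE lncRNAs, and 9540 lay within 100 kb of any tested lncRNA.

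For the 44 changes of named transcripts, 15 of them past the threshold as reported, 738 values were computed under alternatives: 630 kept direction and side of the threshold, 52 were no longer past it, 47 became past it and 9 reversed. In 40 of the 44, no alternative reversed the direction, and in 14 none changed direction or side. Of the 47, 10 came with a mean FPKM of at least 1, 10 with the replicate block by number over all ages, 8 with adjustment within each class, 4 with only the 6 libraries of the comparison, 1 with a pseudocount of 1, 1 with the replicate block within each age and the others without C_5d replicate 2 or DT_5d replicate 3. Leaving out a library outside the comparison is not among these values. It cannot change a log2 fold change, but without C_1d replicate 1 nAChRb1, nAChRa2, nAChRa7, GstS4, Def2, LOC552519, LOC408465, LOC409523, Mrjp1, Mrjp2, Mrjp3, Hbg3, TCONS_00086519 and TCONS_00040953 became past the threshold at 5 d. Low values limit the lncRNA results, since 26.0% to 47.4% of the lncRNA transcripts of a library are listed at 0, and the size of a change against 0 is set by the pseudocount.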

Differences from the paper's values

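At 1 d, 0 genes were upregulated and 0 downregulated (936 genes at an unadjusted p under 0.05), against the paper's 348 and 993 mRNA transcripts, and 1 lncRNA transcript was upregulated and 1 downregulated, against the paper's 90 and 222. At 5 d the numbers were 0 and 23 genes against the paper's 451 and 1007 (2174 genes at an unadjusted p under 0.05), and 2 and 1 lncRNA transcripts against the paper's 138 and 209. At 10 d they were 17 and 15 genes against the paper's 608 and 547, and 38 and 2 lncRNA transcripts against the paper's 220 and 125. Of the alternatives set before the data were examined, an unadjusted p under 0.05 gave 932 genes and 228 lncRNA transcripts downregulated at 1 d, within 1.5 times the paper's numbers. For the genes downregulated at 5 d, a mean FPKM of at least 1 gave 1470, adjustment within each class 968 and the replicate number as a term of the model 1140, and for the lncRNA transcripts downregulated at 5 d the fit without C_5d replicate 2 gave 220, each within 1.5 times the paper's number. For the last of these, leaving out C_1d replicate 1 gave 282 and counting mRNA transcripts as listed gave 200, both chosen after seeing the values. All other alternatives set before the data were examined left these 4 numbers apart from the paper's, and none closed the gap for the other 8, nor did any chosen later.

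The number of genes detected was 9892 against the paper's 19837 mRNA transcripts, 9832 of them in both DT and C against the paper's 19336, 29 in DT only against the paper's 275 and 31 in C only against the paper's 226. None of the alternatives set before the data were examined closed these gaps. Counting mRNA transcripts as listed, which was chosen after seeing the values, gave 24369 detected and 24306 in both, within 1.5 times the paper's numbers, and left the other 2 apart. For lncRNA transcripts found in C only the number was 279 against the paper's 177. Of the alternatives set before the data were examined, leaving out 1 control library other than C_5d replicate 2 gave 252 to 263, within 1.5 times the paper's number, and leaving out C_5d replicate 2 or a DT library and the 2 other criteria for detection did not. Summing the transcripts found in 1 group only over the ages, chosen after seeing the values, gave 183. Genes within 100 kb of DE lncRNAs numbered 557 against the paper's 5175, and genes correlated with DE lncRNAs 19 against the paper's 245, and none of the alternatives set before the data were examined closed either gap.

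The mean FPKM of Mrjp1 was 24479.8 in DT_5d against the paper's 4493.582 and 4494 in C_5d against the paper's 24479.75, so each value equals the paper's for the other group. With the median of the 3 libraries in place of the mean, the alternative set before the data were examined, the values were 20979 and 4264 and did not close the gap.

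The paper lists nAChRb1, nAChRa9, nAChRa7 and nAChRa2 as DE at 5 d, and GstS4, Def2, LOC552519, LOC408465, LOC408842, LOC100578939 and LOC727324 as DE after treatment without naming an age, with the 5-d libraries shown in its Fig. 3. None of the 11 was past the threshold at 5 d, with adjusted p from 0.0641 to 0.975, and none of the last 7 at 1 d or 10 d. For named transcripts, a mean FPKM of at least 1 and adjustment within each class were not set beforehand, here and below. With a mean FPKM of at least 1, nAChRb1, nAChRa2, GstS4, LOC552519 and LOC408465 were past the threshold. With adjustment within each class, and likewise with the replicate number over all ages in the model, nAChRb1, nAChRa2, GstS4, Def2, LOC552519 and LOC408465 were. With an unadjusted p under 0.05 these 6 and nAChRa7 were, as they were without C_1d replicate 1 or with mRNA transcripts counted as listed, both chosen after seeing the values. With only the 6 libraries of the comparison GstS4 was, and without C_5d replicate 2 the same 7 and LOC408842 were. nAChRa9, LOC100578939 and LOC727324 were past it at 5 d under no setting. At 10 d GstS4 was past it with only the 6 libraries of the comparison, with an unadjusted p and, chosen after seeing the values, without C_1d replicate 1 or 2, and Def2 with a pseudocount of 1 and with an unadjusted p. The paper's Fig. 3 shows nAChRa7 higher in DT_5d, and its log2 fold change was -1.22 (scaled -0.53). The figure also shows LOC727324 higher, and its log2 fold change was -0.03, with 0.72 after scaling, 0.78 after quantile normalization, 0.22 without C_5d replicate 3 and 0.25 without DT_5d replicate 2.

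The paper treats TCONS_00086519, TCONS_00040953, TCONS_00018497 and LOC409523 as DE, and their adjusted p at 5 d were 0.0667, 0.0644, 0.0856 and 0.0700. With an unadjusted p under 0.05 all 4 were past the threshold. TCONS_00086519 was past it with a mean FPKM of at least 1, with the replicate number over all ages in the model and without DT_5d replicate 3, TCONS_00040953 with the replicate number over all ages or within each age and without C_5d replicate 2, TCONS_00018497 without C_5d replicate 2, and LOC409523 with a mean FPKM of at least 1 and without C_5d replicate 2. Of settings chosen after seeing the values, leaving out C_1d replicate 1 and counting mRNA transcripts as listed each brought TCONS_00086519, TCONS_00040953 and LOC409523 past it. The paper has TCONS_00064387 lower after treatment, and it was above 0 in 2 DT_5d libraries (FPKM 0.639 and 0.307) and 1 control library (FPKM 0.000418).

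The paper describes Mrjp genes as reduced, and its Fig. 9 has Mrjp1 lower and Hbg3 higher in DT_5d. The log2 fold change at 5 d was 2.43 for Mrjp1, 3.04 for Mrjp2 and 2.77 for Mrjp3, higher with and without scaling, and -1.95 for Mrjp6 and -1.92 for Hbg3, lower with and without scaling. Mrjp6 was past the threshold at 5 d with a mean FPKM of at least 1, with adjustment within each class, with the replicate number over all ages in the model, with only the 6 libraries of the comparison, with an unadjusted p and without C_5d replicate 2, and, among settings chosen after seeing the values, without C_1d replicate 1 and with mRNA transcripts counted as listed. Mrjp9 (log2 fold change -1.10, scaled -0.33) was past it with an unadjusted p and, chosen after seeing the values, without C_1d replicate 1. At 10 d Mrjp6 (log2 fold change -1.87) was past it under the same 2 settings and Mrjp5 (-1.56) with an unadjusted p. Fig. 9 also has LOC113219351 higher in DT_10d, where its log2 fold change was -0.25 (0.41 after quantile normalization). The paper has the defensins lower. Def1 was lower at 5 d (-0.75, scaled 0.03) and 10 d (-0.51) and Def2 at 1 d (-0.65), whereas the log2 fold change of Def1 was 0.22 at 1 d and that of Def2 1.64 at 5 d and 1.91 at 10 d. LOC408790, LOC113219351 and LOC113218560, among the 10 most abundant genes of all 6 groups, are absent from the paper's Table A2, and the means of Mrjp2, Apd-2, LOC113218518 and ND1 there differ from those of the deposited values in at least 1 group by 0.949% to 7.93%.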

Other observations

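Of the tests in this part, 2 were chosen before their results were seen, the share of genes lower in DT after median-ratio scaling and the gland markers, and all others only after.

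Most genes differed between libraries by a common factor, from 0.539 to 1.81, which was higher in the 3 DT_10d libraries than in every DT_1d and DT_5d library. Over the 18 libraries, and among 5 measures tested, the factor was correlated with the share of the 10 most abundant genes in the summed FPKM, with Pearson's r -0.971 (permutation p = 1e-05, the smallest that 100000 permutations give, adjusted p = 2.5e-05) and Spearman's rho -0.963 (permutation p = 1e-05), r -0.967 without the 2 libraries farthest from the median and -0.981 on the deviations from the group means. FPKM is a share of the library, so a higher share of a few genes and a lower level of the others are in part the same quantity. The factor was also correlated with the percentage of intronic reads in the paper's Table A1, with r 0.900 (permutation p = 1e-05, adjusted p = 2.5e-05), rho 0.912 (permutation p = 1e-05), r 0.888 without the 2 farthest libraries and 0.851 on the deviations. For the paper's intergenic reads r was 0.448 (permutation p = 0.056, adjusted p = 0.094) and rho 0.453 (permutation p = 0.061, adjusted p = 0.1), for its uniquely mapped reads r was -0.107 (permutation p = 0.68, adjusted p = 0.85) and rho -0.0898 (permutation p = 0.72, adjusted p = 0.72), and for its clean reads r was -0.0263 (permutation p = 0.92, adjusted p = 0.92) and rho -0.193 (permutation p = 0.44, adjusted p = 0.55). After median-ratio scaling the share of genes lower in DT by signal-to-noise ratio was 53.3% at 1 d, the age farther from 50%, but scaling centres this share by construction and decides nothing. The excess of genes lower in DT at 1 d and 5 d therefore cannot be told apart from a few abundant transcripts that take a larger share of the reads, and more unspliced RNA in some libraries may contribute as well. A biological effect of treatment or age on the level of most genes cannot be tested with relative values.

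C_1d replicate 1 had a mean correlation over genes of 0.927 with the other 1-d controls and 0.963 with the 10-d controls. After quantile normalization the means were 0.933 and 0.966, a difference of -0.0329. A correlation over genes hardly depends on a common factor, so such a factor would hardly give this pattern. This argues against the level of most genes as the explanation for this library. The lower correlation with the other 1-d controls also remained after quantile normalization, but for the same reason that result was likely beforehand and decides nothing. To weigh an exchanged label, libraries of other groups nearer to C_1d replicates 2 and 3 than to their own group were counted. There were 2, DT_1d replicates 2 and 3 (0.984 against 0.983 and 0.985 against 0.984), but these are of the same age, so the test was poorly chosen. Among 5-d and 10-d libraries, counted in a further test, there were 0, which goes against an exchange with one of those. An exchange with a DT_1d library would put a library of that kind among the 1-d controls. The DT_1d libraries had mean correlations of 0.982 to 0.984 with each other and 0.924 to 0.933 with the 10-d controls, whereas the group nearest to C_1d replicate 1 was C_10d, which goes against this as well. The factor of C_1d replicate 1 was 1.65. In the paper's Additional file 1 it had the highest share of intergenic reads of all libraries, 23.73%, and the lowest of exonic reads, 71.74%. Whether this explains its position was not tested. Leaving this library out raised the DE counts of comparisons it is not part of, to 2117 genes at 5 d. The log2 fold changes there cannot depend on it, whereas all groups share 1 estimate of the spread. No biological explanation was tested.

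On an axis from the mean of C_1d to the mean of C_10d, after median-ratio scaling, the DT_5d libraries lay at 0.292, 0.324 and 0.354 and the C_5d libraries at 0.578 to 0.653 (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). C_1d replicate 1 lay at 0.609. Without it the positions were 0.487 to 0.555 and 0.681 to 0.818. The groups did not overlap after quantile normalization or without scaling either, with and without C_1d replicate 1. Slower change with age in DT bees is a candidate explanation. The exact test cannot decide on chance, since p cannot be lower with 3 libraries against 3. Nor can the positions part slower change from an effect of treatment unrelated to age that points along the same axis.

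The lncRNA values of DT_1d replicate 1 equal those of DT_10d replicate 1, whereas its gene values do not: LOC408790 was at FPKM 89314 there, and TCONS_00024915, listed under it, at 59113. Of the 10 DT_1d lncRNA means in the paper's Table A3, 0 matched the mean of the 3 deposited libraries, and in each of the other 5 groups 10 of 10 matched. This is consistent with the 10-d values written into the 1-d file. No biological explanation was tested.

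Carry-over of hypopharyngeal gland in the dissected brains was weighed for the changes of Mrjp genes with 4 other gland markers listed beforehand. Spearman's rho of each with the mean of the Mrjp genes was taken on the deviations from the group means over 18 libraries. It was 0.740 for LOC406093, 0.368 for LOC406081, -0.276 for Hbg3 and -0.150 for LOC406114, with a median of 0.109. The markers went in both directions, so they do not decide for or against a common carry-over. LOC406093, which went with Mrjp, may share a source with it. An effect of dinotefuran on Mrjp expression was not tested apart from the comparisons given, in which Mrjp1 at 10 d was past the threshold over all transcripts as reported. Under at least 1 alternative with an adjusted p, those with libraries outside the comparison left out included, Mrjp1, Mrjp2, Mrjp3, Mrjp4, Mrjp6, Mrjp7 and Mrjp9 were at 5 d and Mrjp2, Mrjp3 and Mrjp6 at 10 d.

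nAChRa9 was higher in all 3 DT_10d libraries than in every C_10d library, with a log2 fold change of 2.01 (adjusted p = 0.00244). The difference of this effect from that at 1 d was 1.87 (adjusted p = 0.0813) and from that at 5 d 1.61 (adjusted p = 0.0847), so a difference between ages was not past the threshold. After scaling the difference from 1 d was 0.89. For Mrjp1 the difference between the effects at 10 d and 1 d was 3.30 (adjusted p = 0.150). Apart from scaling, no explanation was tested for nAChRa9.

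TCONS_00086519 was above 0 in 3 of the 17 libraries with lncRNA values, all 3 of them among the 8 DT libraries. If the 3 fell among the 17 at random, all would be DT with a chance of 0.0824, so its absence from controls may be chance. Of pairs of a lncRNA and the gene under which it is listed, 4.65% were at the trans threshold against 0.107% of all pairs, a ratio of 43.5. Reads of the lncRNA counted in the FPKM of its gene may explain these pairs, and shared regulation at one locus cannot be told apart from that.

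Splits of the 6 libraries of an age that part every same-numbered pair number 4, so the share with as many DE transcripts is never under 0.05, and the counts at 1, 5 and 10 d cannot be told apart from chance by this test. For genes, 4 of 4 splits gave as many as the 0 at 1 d (936 at an unadjusted p under 0.05), which any split does, so this decides nothing, 1 of 4 gave 23 at 5 d and 1 of 4 gave 32 at 10 d, the real split each time. For lncRNA transcripts 1 of 4 gave 2 at 1 d, 1 of 4 gave 3 at 5 d and 1 of 4 gave 40 at 10 d. The other 6 of the 10 splits part 1 pair only, and among all others the highest numbers were 2, 1 and 1 genes and 2, 3 and 4 lncRNA transcripts at 1, 5 and 10 d. Over all ages, 0 transcripts were past the threshold (205 at an unadjusted p under 0.05, 64 higher and 141 lower in DT), and 100 of 100 splits gave as many, which again any split does, with a highest number of 242. The direction depended on the setting. Of the transcripts past the threshold, 16 were higher and 1 lower after median-ratio scaling, 12 and 3 after quantile normalization and 4 and 0 with the replicate block within each age, whereas 6 were higher and 20 lower with a mean FPKM of at least 1, 4 and 9 with sums of the lncRNA transcripts of a gene and 10 and 31 with mRNA transcripts counted as listed.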
